# Antimicrobial Peptides as Part of the Arsenal of Constitutive and Inducible Seed Defences in Tomato Seed Exudates Against Pathogens

**DOI:** 10.1111/mpp.70164

**Published:** 2025-10-27

**Authors:** Łukasz P. Tarkowski, Benjamin Hubert, Muriel Marchi, Camille Tranchant, Stéphanie Boutet, Céline Brosse, Mathilde Causse, Thierry Balliau, Mélisande Blein‐Nicolas, Massimiliano Corso, Sébastien Aubourg, Jérôme Verdier

**Keywords:** seed exudates, seed immunity, seed pathogens, tomato

## Abstract

Seed immune responses are an underexplored area in host–pathogen interactions, leaving seed–pathogen interactions poorly understood despite their considerable economic impact. This study examined tomato seed defences by assessing the antimicrobial activity (AA) of seed exudates during germination. Results showed genotype‐dependent and constitutive defence responses from seeds showing AA in exudates. Seed priming with a panel of elicitors such as methyl jasmonate (MeJA) enhanced AA in certain genotypes, highlighting an inducible defence response. Both constitutive and inducible (elicitor‐dependent) seed defences were genotype‐dependent and more effective against the non‐host pathogen *Alternaria brassicicola* (Abra43), while host pathogens seemed resistant to exudates' AA, suggesting that they developed strategies to neutralise exudates' AA. Multi‐omic analyses revealed distinct hormonal and molecular pathways involved in constitutive and inducible defences. By characterising exudates and correlating genotype‐ and elicitor‐specific AA, candidate antimicrobial compounds were identified. As proof of concept, we functionally validated the AA of a putative defensin (Solyc07g007755) whose expression was highly correlated with the observed AA of the seed exudate against Abra43, demonstrating the potential of our dataset for the development of phytosanitary strategies to protect seeds during germination.

## 1 Introduction

Global food security is currently facing unprecedented challenges arising from climate change, human population growth and geopolitical instability, making the need to decrease the yield gap an imperative. Pathogen attacks account for a considerable part of global yield losses, with current models predicting the situation to get worse due to climate change‐related factors (Ficke et al. 2018; Savary et al. 2019; Singh et al. 2023). Although important progress in plant–pathogen interactions has been made in the last decades, current crop disease management still relies heavily on the use of chemical pesticides (Sharma et al. 2019). Therefore, the development of sustainable alternatives is an unavoidable requirement for current crop research programmes. Several research leads have been proposed in this regard, such as exogenous application of natural elicitors, inoculation with beneficial microbes, or manipulation of the soil microbiome (Syed Ab Rahman et al. 2018; Pascale et al. 2020; Desmedt et al. 2021). Such strategies were mostly developed for and applied on adult plants, targeting vegetative tissues. In contrast, research on the interactions between pathogens and reproductive tissues such as seeds has received scarce attention to date, even though it can be argued that seeds are one of the most valuable components of plants' fitness and the seed stage represents one of the most susceptible segments of the plants' lifecycle (Dalling et al. 2011). On the one hand, seeds are a fundamental vehicle for pathogen dispersal and multiplication, making successful pathogen transmission from mother plants (vertical transmission) or from the surrounding environment (horizontal transmission) a major determinant of pathogens' fitness and determining future disease outbreaks on adult plants (Darsonval et al. 2009; Darrasse et al. 2010; Denancé and Grimault 2022). On the other hand, seed pathogens can directly affect seed health, causing seed rot and/or seed germination failure, known as damping‐off, directly impacting seedling establishment rates and leading to up to 80% of field yield loss depending on environment, plant genotype and soil (Lamichhane et al. 2017; Dell'Olmo et al. 2023). Taking these factors together, it can be concluded that (a) there is a necessity to fill the current knowledge gap about seed immune responses and seed–pathogen interactions; and (b) sustainable pest management strategies should consider the seed stage as a research target. For the first point, the primary limitation for the study of seed–pathogen interactions is likely the difficulty to set up a pathosystem with seeds, as infection symptoms are rarely visible and hard to quantify and destructive methods are required to analyse endophytic pathogens (Faeth and Fagan 2002; Dutta et al. 2014; Ortega‐Cuadros et al. 2022; Dell'Olmo et al. 2023). Concerning the second point, seed coating with pesticides remains a common practice to control seed sanitary quality (Hitaj et al. 2020). This technique is being increasingly criticised due to the high cost of the equipment required to coat seeds, its negative off‐target effects against other microorganisms and the chemical nature of several coating compounds (Pedrini et al. 2017; Gross et al. 2020; Hitaj et al. 2020). Other common phytosanitary strategies to control microbial pathogens include seed disinfection through heat treatment with steam or hot water, or cultural practices such as crop rotation, aimed at decreasing soil disease conductivity (Keler et al. 2020; Kim et al. 2022).

There are very few examples of sustainable pest control strategies being applied on seeds. Seed priming designs a group of methodologies aimed to ameliorate seed physiological parameters such as germination rate and/or improve abiotic stress tolerance by soaking seeds in specific solutions before sowing, with typical seed priming techniques including hydropriming (soaking in water) and osmopriming (soaking in high osmolarity solutions) (Paparella et al. 2015). Several attempts to prime seeds with natural elicitors (known as seed biopriming or seed defence priming) have been described and correspond to the classic defence priming approach (Martinez‐Medina et al. 2016; Talavera‐Mateo et al. 2023), with several other studies that are likely not published due to private intellectual property (Pedrini et al. 2017). However, the evaluation of resistance induction has been done on germinated seedlings or adult plants due to the impossibility to set up a seed‐based pathosystem (Worrall et al. 2012; Song et al. 2017). If such studies show that seeds are indeed receptive to elicitors, they open the question about the molecular nature of seed defence pathways. Indeed, detailed molecular characterisation of the events triggered by seed defence priming (e.g., through‐omics techniques) is currently lacking.

Here, we characterised seed defence pathways at germination by hypothesising the existence of an inducible component besides a constitutive one. To study the constitutive component, we selected three tomato ( *Solanum lycopersicum* ) genotypes (Stupicke, Criollo and Micro‐Tom). In regard to the inducible component, we used the seed defence priming approach by adding elicitors to osmopriming solutions (Figure 1). Although hormonal elicitors will have obvious negative effects on the growth (germination)–defence trade‐off, our main goal was rather to characterise the hormonal‐elicited pathways and identify novel molecules produced following such treatments that may have protective roles against seed pathogens. To characterise the defensive role of seed‐produced compounds, we took advantage of a recently developed protocol to study the antimicrobial activity (AA) of tomato seed exudates towards a panel of seed pathogens (Hubert, Leprince, et al. 2024). These data were complemented by transcriptomic and untargeted metabolomic analyses on seeds and/or seed exudates to identify candidate molecular mechanisms underlying the observed AA. Results obtained revealed the presence of genotype‐dependent constitutive defences as well as elicitor‐induced defences in exudates. We observed that both genotype‐ and elicitor‐dependent effects were effective against the incompatible fungal pathogen *Alternaria brassicicola*. The panel of detected metabolites and genes associated with exudates AA can be used as a foundation for the development of sustainable strategies focused on the seed stage, besides providing novel leads to further investigate pathogen defence mechanisms in seeds. We exemplified this concept by showing that a putative defensin encoded by one of the genes correlated with exudates' AA displayed a strong AA against *A. brassicicola*.

**FIGURE 1:**
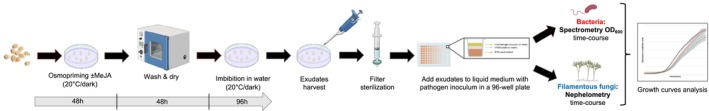
Representation of the workflow used for seed priming, seed exudates production and microbial growth assays. The grey arrow illustrates the timing of the seed priming and exudate production. See the Section Experimental Procedures for details.

## 2 Results

### 2.1 Analysis of the Antimicrobial Effect of Tomato Seed Exudates Against a Panel of Pathogens Reveals Genotype‐Specific Activities

Based on preliminary results (Bizouerne et al. 2023), we selected two tomato cultivars for our study from the Multi‐allelic Genetic InterCross (MAGIC) population (Pascual et al. 2015): a small‐fruit cultivar (Criollo) and a large‐fruit cultivar (Stupicke). We added to this panel the reference genotype Micro‐Tom (Shikata and Ezura 2016). Data about pathogen susceptibility are not available for Stupicke and Criollo, while Micro‐Tom is generally regarded as a susceptible cultivar (Takahashi et al. 2005). First, we explored the AA in seed exudates of the three cultivars against a panel of four seed pathogens with respect to two factors: their biology (fungal vs. bacterial) and their ability to infect the selected host plant (compatible vs. incompatible interactions). A compatible pathogen can infect and trigger disease in the host while an incompatible pathogen cannot (Glazebrook 2005) (Figure 2A). Two fungi and two bacteria were selected. The fungi *Alternaria alternata* and *Alternaria brassicicola* (henceforth referred to as its strain name Abra43, Pochon et al. 2012), respectively involved in a compatible and incompatible interaction with tomato, were used. The bacteria *Clavibacter michiganensis* and *Xanthomonas campestris* , similarly inducing compatible and incompatible responses in tomato, were selected as relevant seed pathogens (Pochon et al. 2012; Meena et al. 2013; Tancos et al. 2013; Chen, Ruh, et al. 2021; Chen, Zhang, et al. 2021) (Figure 2A).

**FIGURE 2:**
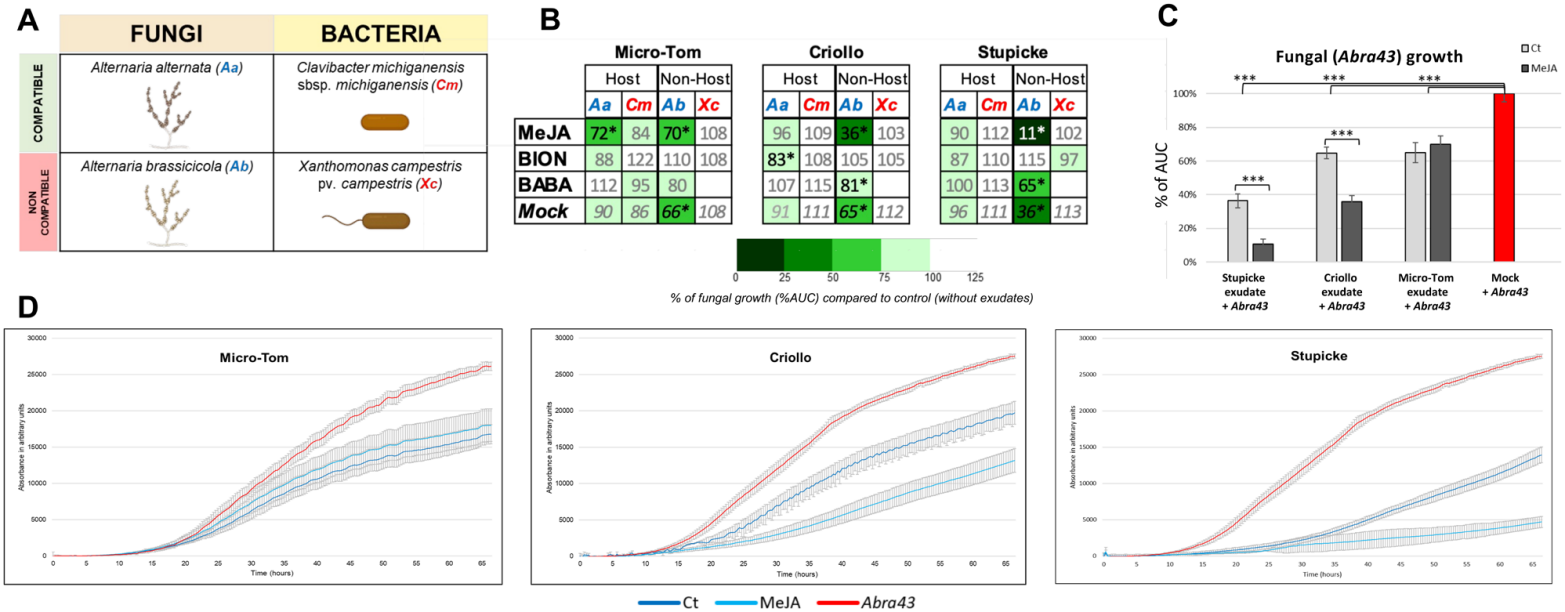
Effect of exudates from osmoprimed tomato seeds on the growth of plant pathogens in liquid culture. (A) Matrix representing the plant pathogens selected for this study. (B) Heatmap showing the microbial growth in presence of the seed exudates from different genotypes and the priming agents. Numbers represent the percentage of the total area under the curve (AUC) compared to the control without exudates, which is used as a proxy for fungal growth. Aa, *Alternaria alternata* ; Ab, *Alternaria brassicicola*; Cm, *Clavibacter michiganensis* subsp. *michiganensis*; Xc, *Xanthomonas campestris* pv. *campestris*. Blue letters indicate fungi and red letters indicate bacteria. Asterisks indicate that the condition resulted in a significant decrease of microbial growth compared to control without exudates. (C) Histograms representing growth inhibition of *A. brassicicola* (strain Abra43) in presence of exudates from methyl jasmonate (MeJA)‐primed seeds. Values are expressed as percentages of the total AUC compared to the untreated control. Ct, mock‐primed seeds; MeJA, MeJA 2 mM‐primed seeds. Asterisks indicate significant differences according to Student's *t* test (***p < 0.001). Error bars represent SD. (D) Curves showing the growth of *A. brassicicola* (strain Abra43) in presence of exudates from MeJA‐primed seeds. *y*‐axis: Absorbance values in arbitrary units; *x*‐axis: Time in hours. Data were analysed and plotted with the Mars Omega software (v. 3.42, BMG LabTech). Error bars represent SD.

Exudates from tomato seeds primed with an osmotic solution without any elicitors (mock) were first tested to evaluate the constitutive AA in seed exudates of different genotypes. Profiling fungal growth (nephelometry) and bacterial growth (spectrometry) (Figure 1) showed that the exudates of non‐primed seeds from the three tomato genotypes exhibited no detectable antibacterial effect (Figure 2B). In contrast, strong antifungal activities were detected in the exudates of Micro‐Tom, Criollo and Stupicke in the presence of the non‐host pathogen, Abra43, with a fungal growth reduction of 45%, 64% and 45% compared to mock, respectively. These results indicate that primed seeds were able to externally secrete molecules with antifungal or fungistatic activities (Figure 2B), displaying a genotype‐dependent degree of AA.

### 2.2 Analysis of the Antimicrobial Effect of Tomato Seed Exudates Against a Panel of Pathogens Reveals Both Genotype‐ and Elicitor‐Specific Activities

To investigate whether seeds AA have an inducible component, we measured the AAs of seed exudates against our panel of pathogens after defence elicitation applied during a 48 h osmopriming treatment (Figure 1). The tested elicitors were methyl jasmonate (MeJA at 2 mM final concentration) to stimulate the jasmonic acid (JA) pathway, Bion (composed of 50% acibenzolar‐*S*‐methyl, a commercialised analogue of the phytohormone salicylic acid [SA], at 10 mM) to stimulate the SA pathway, and β‐aminobutyric acid (BABA at 10 mM) as a third relevant defence pathway in the context of defence priming (Luna et al. 2014; Yan and Dong 2014; Wan and Xin 2022).

We tested the AAs of the exudates of the three genotypes with seed elicitation against our four seed pathogens panel. Statistical analyses showed a weak effect of Bion elicitation on the AA of elicited seeds against *A. alternata* growth (with a growth reduction of about 17%), exclusively in Criollo seed exudates (Figure 2B). Similarly, BABA‐treated seeds produced exudates showing a reduction of 19% and 35% of Abra43 growth from Criollo and Stupicke seeds, which were surprisingly lower than AAs of mock‐treated seeds in both genotypes. These results suggested the activation of antagonist defence pathways in mock‐ and BABA‐treated seeds. In the case of MeJA‐treated seeds, we observed an additional increase in AA compared with mock‐treated seeds, at the expense of seed germination vigour (Figure S1). Concerning Abra43, we already observed an AA following mock treatment in the seed exudates of the three genotypes, which was enhanced in a statistically significant manner following MeJA treatment in Criollo and Stupicke to reach 64% and 89% of fungal growth reductions (Figure 2B), starting from 35% and 64% in mock‐treated seeds, respectively. In contrast, no additional effect of MeJA treatment on the AA of Micro‐Tom exudates against Abra43 was observed compared to mock‐treated Micro‐Tom seeds (Figure 2B). We also observed a reduction of *A. alternata* growth by 28% in MeJA‐elicited Micro‐Tom exudates.

These contrasting results of AAs of seed exudates between genotypes, between plant resistance inducers (PRIs) and against different pathogens illustrate the complexity of the interaction between PRIs, seeds and defence pathways, as described in other plant tissues and pathosystems (Thaler et al. 2012; Ullah et al. 2022). Based on these results, we further investigated the impact of constitutive and MeJA‐induced defence responses on Abra43. Although *A. brassicicola* is not a tomato pathogen, we anticipated that analysing such AA could preferentially lead to the potential discovery of protective molecules against non‐host pathogens.

### 2.3 Transcriptomic Analysis to Identify Constitutive and Inducible Seed Defences

To identify the molecular mechanisms contributing to constitutive defence against Abra43, we took advantage of the contrasting AA of seed exudates present in Micro‐Tom (34%), Criollo (35%) and Stupicke (64%) (Figure 2C,D). Pairwise comparisons of mock‐treated seed transcriptomes generated through RNA‐seq of the three genotypes were performed by placing the genotype with the higher AA first, and an adjusted *p*‐value threshold of 5% was set to identify differentially expressed genes (DEGs). 

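Seeds of Micro-Tom, Criollo and Stupicke were osmoprimed for 48 h at -1 MPa without MeJA (mock), and RNA was sequenced from 3 replicates of 30 seeds per genotype. The paper redried primed seeds for 48 h before exudate production and does not state whether RNA was taken before or after that step. The authors quantified the paired-end reads on the SL4.0/ITAG4.0 transcriptome with Salmon, and their estimated read counts, which are not normalized, and TPM values cover 33976 genes. Library totals ranged from 18889292 to 19648744 estimated reads in mock-primed Micro-Tom (median 19286256), from 20220934 to 20484314 in Criollo (median 20246137) and from 19428866 to 20454505 in Stupicke (median 20330514). The authors called DEGs with SARTools and DESeq2. The values given here come from edgeR's quasi-likelihood test on the rounded counts, with TMM normalization and Benjamini-Hochberg adjustment, at an adjusted p threshold of 0.05 and without a minimum fold change. All 18 libraries of the study, in 6 groups, entered 1 model, and the test covered the 19914 genes that passed edgeR's filter on low counts. No read was assigned to 6336 genes in any of the 18 libraries.
Across genes, which are not independent replicates, the log-CPM values of replicates within the 6 groups correlated with r between 0.975 and 0.992, except for replicate 3 of mock-primed Micro-Tom, which gave r of 0.941 and 0.932 with the other two replicates. The common biological coefficient of variation from edgeR was 0.122 in Criollo, 0.152 in Stupicke and 0.258 in Micro-Tom, and 0.128 in Micro-Tom without that library. The ratio of counts to TPM, which gives the transcript length that Salmon used, was compared between the shortest and the longest eighth of the transcripts, relative to the mean of the Criollo and Stupicke libraries. This ratio was 1.21 to 1.27 in the Micro-Tom libraries and 0.978 to 1.03 in those of Criollo and Stupicke. A technical difference between the Micro-Tom libraries and the others therefore cannot be told apart from the genotype.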

We identified 10,325 DEGs (including 5096 upregulated genes in Stupicke) from Stupicke versus Criollo, 11,863 DEGs (including 5798 upregulated genes in Stupicke) from Stupicke versus Micro‐Tom and 10,880 DEGs from Criollo versus Micro‐Tom, with 23,096 non‐DEGs between these two genotypes, which displayed almost equal AA activity (Figure 3A, Table S1). 

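Stupicke versus Criollo gave 8302 DEGs, 3993 upregulated and 4309 downregulated in Stupicke, or 41.7% of the genes tested. Stupicke versus Micro-Tom gave 12056 DEGs (5718 upregulated and 6338 downregulated in Stupicke), or 60.5%. In Criollo versus Micro-Tom, 9961 genes were DEGs, with 4744 higher and 5217 lower in Criollo, and 24015 of all genes in the annotation were not, counting those too low to be tested. The median absolute log2 fold change of the DEGs was 0.95 in Stupicke versus Criollo, 1.03 in Stupicke versus Micro-Tom and 0.93 in Criollo versus Micro-Tom. DESeq2 called 8608, 12555 and 10456 genes in the same order, and 8126, 11898 and 9819 genes were called by both tools. A minimum log2 fold change of 1 changed the counts most and left 3916, 6273 and 4573 DEGs. The split by direction depended on scaling. With limma on log2(TPM + 1), 2268 genes were higher and 6565 lower in Stupicke than in Criollo. In Criollo versus Micro-Tom 6098 were higher and 3265 lower in Criollo, while Stupicke versus Micro-Tom moved less (4788 and 5919). When each library was left out in turn, Stupicke versus Criollo gave 6107 to 10909 DEGs, Stupicke versus Micro-Tom 10711 to 12339 and Criollo versus Micro-Tom 8363 to 10417.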

To identify genes potentially involved in the constitutive defence process, a Venn diagram was generated with upregulated genes in Stupicke versus Criollo (as Stupicke showed a higher AA than Criollo), upregulated genes in Stupicke versus Micro‐Tom (as Stupicke showed a higher antimicrobial activity than Micro‐Tom) and the non‐DEGs between Micro‐Tom and Criollo (as Criollo showed similar AA to Micro‐Tom) (Figure 3B). We reasoned that, as there is no significant difference in AA between Criollo and Micro‐Tom, genes involved in the constitutive AA displayed by these two genotypes compared to mock should be present in the non‐DEGs subgroup. 

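Of the DEGs between mock-primed genotypes, 2617 genes were upregulated in Stupicke against both Criollo and Micro-Tom, and 1545 of these were not called in Criollo versus Micro-Tom. In this set the median log2 fold change was 0.89 against Criollo and 0.91 against Micro-Tom. The set held 1577 genes with DESeq2 and 710 genes with a minimum log2 fold change of 1, and leaving out each library in turn gave 1122 to 1953 genes. Of the 1643 genes in the paper's Table S1, 1618 were tested, 1171 were upregulated in Stupicke in both comparisons and 854 belonged to the set of 1545, while 505 were called in Criollo versus Micro-Tom. An absent call in Criollo versus Micro-Tom does not show equal expression, since edgeR gave 11215 genes with an unadjusted p under 0.05 in that comparison against 9961 calls.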

We revealed a set of 1643 DEGs (Table S1). An over‐representation analysis of this gene set highlighted three statistically enriched functional classes: NF‐YA transcription factors (TFs), MYB TFs and FAR1/FHY3 TFs (Figure 3C). 

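Category enrichment was not analysed here, and the genes that Figure 3D lists for these families were tested one by one. All 5 NF-YA genes were upregulated in Stupicke against Criollo, with log2 fold changes of 0.69 to 1.34, and against Micro-Tom, with 0.37 to 1.54. In Criollo versus Micro-Tom only Solyc12g009050.3.1 among them was called, with a log2 fold change of -0.52, and the remaining 4 belonged to the set of 1545 genes. Of 13 MYB genes, 12 were upregulated in Stupicke against Criollo and 13 against Micro-Tom, but 7 were also upregulated in Criollo against Micro-Tom, which left 6 in the set. Among 10 FAR1/FHY3 genes, 5 were upregulated in Stupicke against Criollo and 8 against Micro-Tom. Of these 10 genes as read from the figure, 9 were found in the paper's own gene set. Solyc04g082840.4.1 was downregulated against Criollo by a log2 fold change of -1.61, and 4 FAR1/FHY3 genes belonged to the set. With limma on log2(TPM + 1), where the median log2 fold change of all genes in Stupicke versus Criollo was -0.23, the genes called up in that comparison were 4 NF-YA, 6 MYB and 1 FAR1/FHY3.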

Scarce information is available for the genes detected in these three clusters, with one NF‐YA TF being involved in flowering, two NF‐YA TFs in fruit ripening, one MYB TF involved in drought stress responses and one FAR1 TF involved in cell cycle regulation (Joubès et al. 2001; Gong et al. 2010; Li et al. 2016; Zhang et al. 2024) (Figure 4C).

**FIGURE 3:**
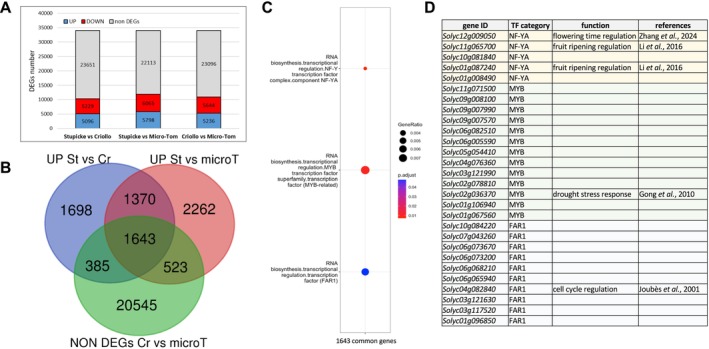
Transcriptomic analysis of the genotype effect on seeds. (A) Histograms summarising the total number of differentially expressed genes (DEGs) identified in the three pairwise comparisons. DOWN, downregulated DEGs; UP, upregulated DEGs. (B) Venn diagram built by using upregulated DEGs of the Stupicke versus Criollo comparison (UP St vs. Cr), the Stupicke versus Micro‐Tom comparison (UP St vs. microT), and the non‐DEGs of the Criollo versus Micro‐Tom comparison (Non‐DEGs Cr vs. microT). (C) Dot plots showing functional categories enriched in the 1643 common genes between the three subsets of the Venn diagram in panel (B). Significantly enriched categories were determined with the Benjamini–Hochberg test. Graphics were generated with the Clusterprofiler R package (v. 4.0). (D) Table showing the genes detected in the three clusters in panel (C), together with available information on their function and corresponding references. TF, transcription factor.

**FIGURE 4:**
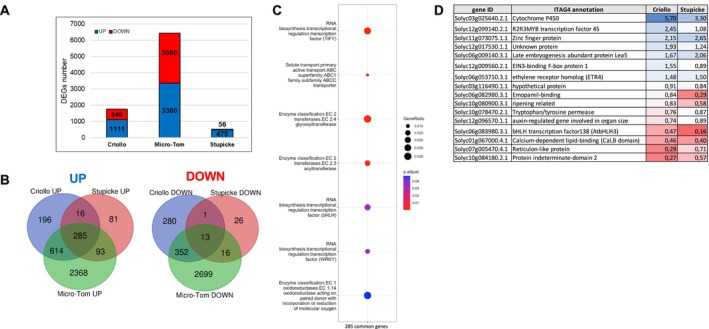
Transcriptomic analysis of the methyl jasmonate (MeJA) treatment on primed seeds. (A) Histogram summarising the number of detected differentially expressed genes (DEGs) in the RNA‐seq analysis by comparing MeJA‐primed versus mock‐primed seeds for the three genotypes. (B) Venn diagrams between the three genotypes showing the number of common and unique MeJA‐upregulated DEGs (UP, left diagram) and MeJA‐downregulated DEGs (DOWN, right diagram). (C) Dot plots showing functional categories enriched in the 285 commonly upregulated DEGs following MeJA priming in seeds of Criollo, Stupicke and Micro‐Tom cultivars. Significantly enriched categories were determined with the Benjamini–Hochberg test. Graphics were generated with the ClusterProfiler R package (v. 4.0). (D) Table showing the annotations of the 16 common MeJA‐upregulated genes between Stupicke and Criollo genotypes. ‘Criollo’ and ‘Stupicke’ columns contain log_2_fold change values for the two genotypes with their functional annotations from ITAG4.

Second, to elucidate the seed defence mechanism that could be elicited in seeds following the MeJA treatment, referred to as inducible seed defence, we analysed transcript expressions in our three seed genotypes after mock or MeJA treatment by performing pairwise comparisons. 

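For this comparison, seeds of each genotype were primed with 2 mM MeJA for the same time as the mock-primed seeds, with 3 replicates per genotype. Library totals of the MeJA-primed seeds ranged from 18807931 to 19175188 estimated reads in Micro-Tom (median 19037438), from 19983096 to 20406693 in Criollo (median 20195782) and from 20194958 to 20560389 in Stupicke (median 20229802). Each genotype's MeJA-primed libraries were compared with its 3 mock-primed libraries in the model of all 18 libraries described above, and the authors' pipeline was the same as for the mock-primed seeds. Whether the response differed between genotypes was tested as a difference of log2 fold changes in the same edgeR model. On simulated data in which 200 genes of MeJA-primed Stupicke were changed by a log2 fold change of 1.5, up or down, edgeR called 171 of them, with 7 false calls. Each simulated gene had the same spread in all genotypes. The simulation therefore does not test the model under the larger spread of Micro-Tom in the data. Where all libraries of a group had 0 counts, the fold change is given as a bound against a floor of 3 counts over the group, and where a group had 1 to 3 counts, as a ratio with its 95% counting interval, which covers counting error only.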

Different genotypes displayed different degrees of transcriptional changes following MeJA treatment with 1757, 531 and 6440 DEGs for Criollo, Stupicke and Micro‐Tom, respectively (Figure 4A, Table S2). 

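MeJA changed 877 genes in Criollo (635 upregulated and 242 downregulated), 311 in Stupicke (289 and 22) and 3110 in Micro-Tom (1589 and 1521). These DEGs make up 4.40%, 1.56% and 15.6% of the genes tested. At an unadjusted p under 0.05, edgeR gave 3558 genes in Criollo, 1452 in Stupicke and 6489 in Micro-Tom. DESeq2 called 1311, 456 and 3927 genes in the same order. In Criollo the excess of upregulated genes was lost with limma on log2(TPM + 1), which gave 408 upregulated and 461 downregulated genes. With log2(TPM + 0.1) it was kept (372 and 195). In Criollo and Stupicke the counts moved most with limma voom and sample quality weights, which called 4526 and 818 genes there and 3860 in Micro-Tom. In Micro-Tom the count moved most when only the 6 libraries of a genotype were fitted, which gave 797 genes, with 1801 in Criollo and 221 in Stupicke. In both settings Criollo had more DEGs than Micro-Tom. Criollo had 1812 DEGs without replicate 3 of mock-primed Micro-Tom and 361 without its own mock replicate 2, and Micro-Tom had 1620 without its MeJA replicate 1. In every setting tried Stupicke had the fewest DEGs.

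**Figure D1:**
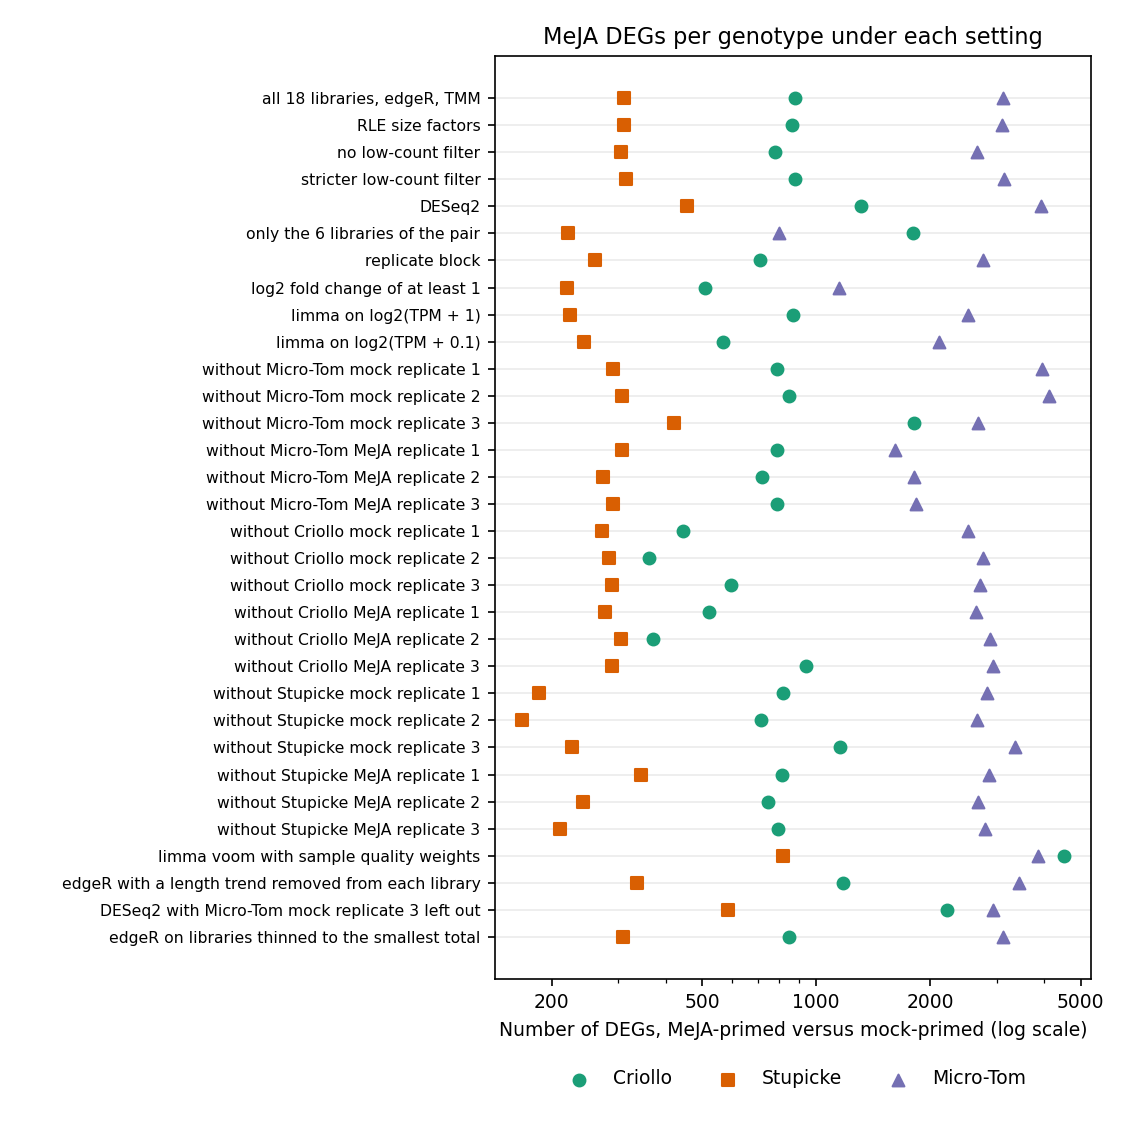
Number of MeJA DEGs (log scale) in Criollo, Stupicke and Micro-Tom under each setting on the vertical axis, where the top line is the edgeR test of all 18 libraries and each point is 1 count. Stupicke lies to the left of the other two genotypes on each line, between 167 and 818 DEGs.

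The 1589 genes upregulated in Micro-Tom had a median log2 fold change of 0.46 in Criollo and 0.14 in Stupicke, and 94.5% and 71.2% of them had a positive value there. Tested directly, the response differed between Stupicke and Micro-Tom in 89 genes, between Criollo and Micro-Tom in 19 and between Stupicke and Criollo in 6. Leaving out each library in turn gave 15 to 190, 0 to 28 and 1 to 11 genes, and DESeq2 called 542, 97 and 98.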

A focus on upregulated genes following MeJA treatments revealed 285 genes commonly upregulated in all three genotypes (Figure 4B). 

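In all 3 genotypes MeJA upregulated 193 genes, with median log2 fold changes of 1.95 in Criollo, 1.75 in Stupicke and 1.99 in Micro-Tom. DESeq2 gave 240 genes, and leaving out each library in turn gave 122 to 253, with the lowest count without replicate 2 of mock-primed Stupicke. Of the paper's 285 genes, 284 were tested, 282 had a positive log2 fold change in all 3 genotypes and 183 were among the 193. Criollo called 238 of them, Stupicke 208 and Micro-Tom 257. Of the remaining upregulated genes, 1044 were called in Micro-Tom alone, 129 in Criollo alone and 33 in Stupicke alone. Downregulated genes were shared less, with 6 called in all 3 genotypes. This count depended on single libraries, since it was 22 without replicate 3 of mock-primed Stupicke and 0 without replicate 2 of MeJA-primed Criollo.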

*SlCEVI57*, encoding a proteinase inhibitor (Francia et al. 2007), is strongly induced by MeJA, displaying the highest log_2_ fold change values in both Stupicke (11.48) and Criollo (9.19). Moreover, five other genes encoding proteases and protease inhibitors are present in this list (Table S2). 

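SlCEVI57 (Solyc03g020050.3.1) had 2853 counts over the 3 MeJA-primed Criollo libraries and 3 over the mock-primed ones, 7394 and 1 in Stupicke, and 6439 and 0 in Micro-Tom. The normalized ratio was 1014 in Criollo, with a 95% counting interval of 347 to 4921. In Stupicke it was 7358, with a 95% counting interval of 1320 to 290659, and in Micro-Tom the level was at least 2165-fold higher under MeJA. The adjusted p from edgeR was 3.4e-08 in Criollo, 1.5e-08 in Stupicke and 8.5e-09 in Micro-Tom. Under MeJA, SlCEVI57 reached 46.6 ± 3.54 CPM (SD, n = 3) in Criollo, 131 ± 42.0 in Stupicke and 109 ± 33.7 in Micro-Tom. In Criollo, Solyc08g076970.3.1 and Solyc07g064600.3.1 had no count in the mock-primed libraries and 531 and 361 counts under MeJA, at least 189-fold and 128-fold higher, and the call of Solyc07g064600.3.1 was lost without Criollo mock replicate 1 or 2. With so few mock counts the depth does not allow these genes to be ranked by fold change.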

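Besides SlCEVI57, the paper's tables name 10 genes as proteases or protease inhibitors. MeJA upregulated 9 of them in Criollo, 9 in Stupicke and 10 in Micro-Tom, and 10 in each genotype when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Solyc12g010020.3.1 was called in Micro-Tom only, with adjusted p of 0.0804 in Criollo, 0.200 in Stupicke and 0.0033 in Micro-Tom, but its response did not differ between genotypes at the threshold (adjusted p = 0.744 for Stupicke minus Micro-Tom, 1.00 for Criollo minus Micro-Tom and 0.993 for Stupicke minus Criollo). It had 125 counts under MeJA and none in mock in Criollo, at least 44.4-fold higher, and 1267 and none in Micro-Tom, at least 426-fold higher. In Stupicke it had 140 counts and 1, a ratio of 139 with a 95% counting interval of 24.6 to 5541.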

An over‐representation analysis of the commonly upregulated genes showed seven functional classes over‐represented in MeJA‐treated seeds (Figure 4C). Out of these seven functional classes, some are well‐known to contribute to plant immunity via JA signalling, such as WRKY TFs, bHLH TFs and TIFY TFs (Sasaki‐Sekimoto et al. 2013; Goossens et al. 2017). In particular, genes present in the upregulated gene ontology categories (Figure 4C) are known to be involved in immune processes in tomato, such as *SlWRKY37* and *SlWRKY39* (Sun et al. 2015; Wang et al. 2022) (Table S3). 

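Of the genes that Table S3 lists for the 7 classes, MeJA upregulated all 9 TIFY genes in each genotype. For the 7 bHLH genes the calls were 7 in Criollo, 5 in Stupicke and 7 in Micro-Tom, and for the 5 WRKY genes 4 in each genotype. Among the 10 glycosyltransferase genes, 7, 8 and 9 were upregulated in Criollo, Stupicke and Micro-Tom, and among the 10 oxidoreductase genes 9 in each. The 6 acyltransferase genes gave 6, 4 and 5 calls, and the 4 ABCC transporter genes 2, 3 and 4. The number of listed genes that were called in all 3 genotypes was 9 for TIFY, 5 for bHLH, 3 for WRKY, 5 for glycosyltransferases, 8 for oxidoreductases, 4 for acyltransferases and 2 for ABCC transporters. These lists were chosen by the study on the same libraries, and over-representation of the classes was not analysed here.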

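SlWRKY37 (Solyc01g079360.4.1) was upregulated with a log2 fold change of 3.02 (SE 0.31, adjusted p = 1.6e-05 from edgeR) in Criollo, 2.13 (SE 0.29, adjusted p = 5.5e-04) in Stupicke and 3.76 (SE 0.33, adjusted p = 1.9e-06) in Micro-Tom. SlWRKY39 (Solyc03g116890.3.1) was upregulated in Criollo, with 3.97 (SE 0.54, adjusted p = 2.7e-04), and in Stupicke, with 2.51 (SE 0.52, adjusted p = 0.0185). In Micro-Tom its log2 fold change of 1.21 (SE 0.44, adjusted p = 0.0712) did not pass the threshold. Without replicate 3 of mock-primed Micro-Tom it was 1.69 and passed, and so it did with limma on log2(TPM + 1). For SlWRKY39 the call in Stupicke was lost without mock replicate 2, without mock replicate 3 and without MeJA replicate 3.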

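Genes called up under MeJA in Stupicke and Criollo but not in Micro-Tom numbered 12 with edgeR and 22 with DESeq2, and leaving out each library in turn gave 7 to 26. Of the 16 genes that Figure 4D lists, MeJA upregulated 12 in Criollo, 8 in Stupicke and 5 in Micro-Tom, and 3 belonged to the set of 12. Adjusted over the list alone, the calls were 16, 16 and 6, which is not independent evidence because the study chose these genes on the same samples. The log2 fold change was positive for 16 of the 16 genes in Criollo, 16 in Stupicke and 12 in Micro-Tom. Adjusted over all genes, DESeq2 called 15, 12 and 6 of them in the same order, and limma on log2(TPM + 1) called 9, 7 and 3.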

The 16 genes resulting from the Stupicke/Criollo intersection are of particular interest (Figure 4D), considering the gap of AA between these two genotypes and Micro‐Tom (Figure 1C). 

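Solyc06g053710.3.1 and Solyc12g009560.2.1 were both upregulated by MeJA in Criollo and in Stupicke. For Solyc06g053710.3.1 the log2 fold change was 1.59 (SE 0.22, adjusted p = 3.5e-04 from edgeR) in Criollo, 1.61 (SE 0.22, adjusted p = 6.3e-04) in Stupicke and 1.06 (SE 0.22, adjusted p = 0.0061) in Micro-Tom, so that it was called in all 3 genotypes. Solyc12g009560.2.1 changed by 1.59 (SE 0.18, adjusted p = 3.9e-05) in Criollo, 0.93 (SE 0.17, adjusted p = 0.0089) in Stupicke and 0.49 (SE 0.17, adjusted p = 0.0672) in Micro-Tom. Its response exceeded that of Micro-Tom by 1.10 in Criollo (adjusted p = 0.15) and 0.44 in Stupicke (adjusted p = 0.39), and neither difference passed the threshold. DESeq2 called it in Micro-Tom as well, as did edgeR without mock replicate 1, and the adjusted p there ranged from 0.0159 to 0.269 over 26 alternatives. Its call in Stupicke was lost without mock replicate 1 or 2 and with limma on log2(TPM + 1) or log2(TPM + 0.1).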

Genes associated with defence processes are present in this subgroup, such as ethylene signalling and perception (*Solyc06g053710*, *Solyc12g009560*). Other genes, such as *Solyc06g083980* and *Solyc12g099140*, encode TFs belonging to families known to be involved in defence activation (bHLH and R2R3MYB, respectively), representing potential candidates involved in the build‐up of the observed AA.

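Solyc06g083980.3.1 had a log2 fold change under MeJA of 0.51 (SE 0.10, adjusted p = 0.0090 from edgeR) in Criollo, 0.34 (SE 0.10, adjusted p = 0.187) in Stupicke and 0.49 (SE 0.11, adjusted p = 0.0070) in Micro-Tom. The call in Criollo was lost without its MeJA replicate 2 and with limma on log2(TPM + 1) or log2(TPM + 0.1), and that in Micro-Tom when only its 6 libraries were fitted. Solyc12g099140.2.1 changed by 3.10 (SE 0.74, adjusted p = 0.0233) in Criollo, 2.18 (SE 0.64, adjusted p = 0.142) in Stupicke and 0.86 (SE 0.64, adjusted p = 0.354) in Micro-Tom. For both genes Stupicke passed the threshold only with limma voom and with DESeq2 after replicate 3 of mock-primed Micro-Tom was left out, settings chosen after the data were seen. The call of Solyc12g099140.2.1 in Criollo was lost without any of its 3 mock replicates, without its MeJA replicate 2 and with limma on log2(TPM + 1).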

These data suggested that different hormonal defence pathways are involved in constitutive and inducible defence mechanisms. We further compared gene sets potentially involved in constitutive defence (1643 genes) and those involved in MeJA‐inducible defence (285 genes), showing a low overlap with only 15 in common, reflecting that constitutive and inducible defence mechanisms may function using different molecular pathways (Figure 5A,B). 

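The set of 1545 genes and the set of 193 genes shared 13 genes, where their sizes give 15.0 among the genes tested (odds ratio 0.857, Fisher's exact test, two-sided, p = 0.686). With DESeq2 the sets shared 14 genes against 13.7 given by their sizes (odds ratio 1.02, p = 0.889 from Fisher's exact test). The paper's lists of 1643 and 285 genes share 15 genes, against 23.1 from their sizes (odds ratio 0.627, p = 0.080 from the same test), and 6 of these are among the 13. Both sets rest on the same mock-primed libraries. In 40 simulated data sets in which the MeJA effects were moved to random genes of like expression, the overlap was 0.702 to 1.49 times the number given by the set sizes (median 0.986), and 7 of the 40 were as low as the observed 0.868. The simulated common sets were larger, with a median of 280 genes against 193, and larger sets give a narrower range of this ratio. The overlap was 22 without replicate 3 of mock-primed Micro-Tom and 7 without replicate 2 of mock-primed Stupicke. From the number of shared genes, the paper proposes that constitutive and inducible defences use different pathways.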

To further confirm this, we analysed the correlation of gene expressions of the 19 JAZs transcripts identified in the tomato genome (Chini et al. 2017) and the AAs of the constitutive and the MeJA‐triggered defence. We confirmed that JAZs gene expressions were highly correlated with the MeJA‐triggered defence but not with the constitutive defence, suggesting that the latter may act via a JA‐independent pathway (Figure 5C).

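Of the 19 JAZ genes listed, 15 passed the filter on low counts, and MeJA upregulated 9 of them in each genotype. SlJAZ1 (Solyc07g042170.3.1) rose with a log2 fold change of 2.35 in Criollo, 2.16 in Stupicke and 1.93 in Micro-Tom, and SlJAZ3 (Solyc03g122190.3.1) with 6.73, 5.98 and 6.68. SlTIFY8 (Solyc06g065650.3.1) was downregulated in Micro-Tom with -0.80 (SE 0.22, adjusted p = 0.022 from edgeR), a call that was lost without MeJA replicate 1 or 3 and with limma on log2(TPM + 1) or log2(TPM + 0.1). The mean TPM under MeJA was highest in Micro-Tom for 11 of the 15 genes, in Criollo for 2 and in Stupicke for 2, and in mock-primed seeds it was highest in Micro-Tom for 11, in Criollo for 3 and in Stupicke for 1.
The paper's growth reductions of Abra43 in mock- and MeJA-primed seeds are 34% and 30% for Micro-Tom, 35% and 64% for Criollo, and 64% and 89% for Stupicke. For mock-primed seeds the paper's section 2.1 gives other reductions, with the highest in Criollo. Across the 6 conditions with the reductions listed, Pearson's r of mean TPM with growth reduction ranged from -0.94 to 0.64 over the 15 genes, with 4 positive and 11 negative values. The 2 conditions farthest from the median growth reduction were MeJA-primed Stupicke and Micro-Tom. Without them 11 values of r were positive and 4 negative, so most signs rest on those conditions. MeJA-primed Criollo, with a reduction of 64%, was then the only MeJA condition left beside the 3 mock conditions. Genes that MeJA raises tend to a positive r there, which does not show a relation with the activity. For SlPPD2 (Solyc09g065630.3.1) r was -0.94 (exact permutation p = 0.0139, adjusted p = 0.292 over the 21 relations computed) and Spearman's rho was -0.93 (exact permutation p = 0.0167, adjusted p = 0.350). Without the 2 farthest conditions r was -0.91. For SlJAZ1 r was -0.31 (exact permutation p = 0.597, adjusted p = 0.90) and rho -0.26 (exact permutation p = 0.617, adjusted p = 0.875), and r was 0.28 without the 2 farthest conditions. For the 3 mock conditions, the 3 MeJA conditions or the 4 conditions of Criollo and Stupicke no coefficient of condition means is given. An exact permutation test of so few conditions cannot pass the threshold. Over the 6 conditions MeJA-primed Criollo and mock-primed Stupicke share a reduction of 64%. A single relation therefore cannot pass there after adjustment over 21 either, however strong it is. Where r over the single libraries of a treatment is given elsewhere, it carries no test, since those libraries share only 3 values of growth.

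**Figure D2:**
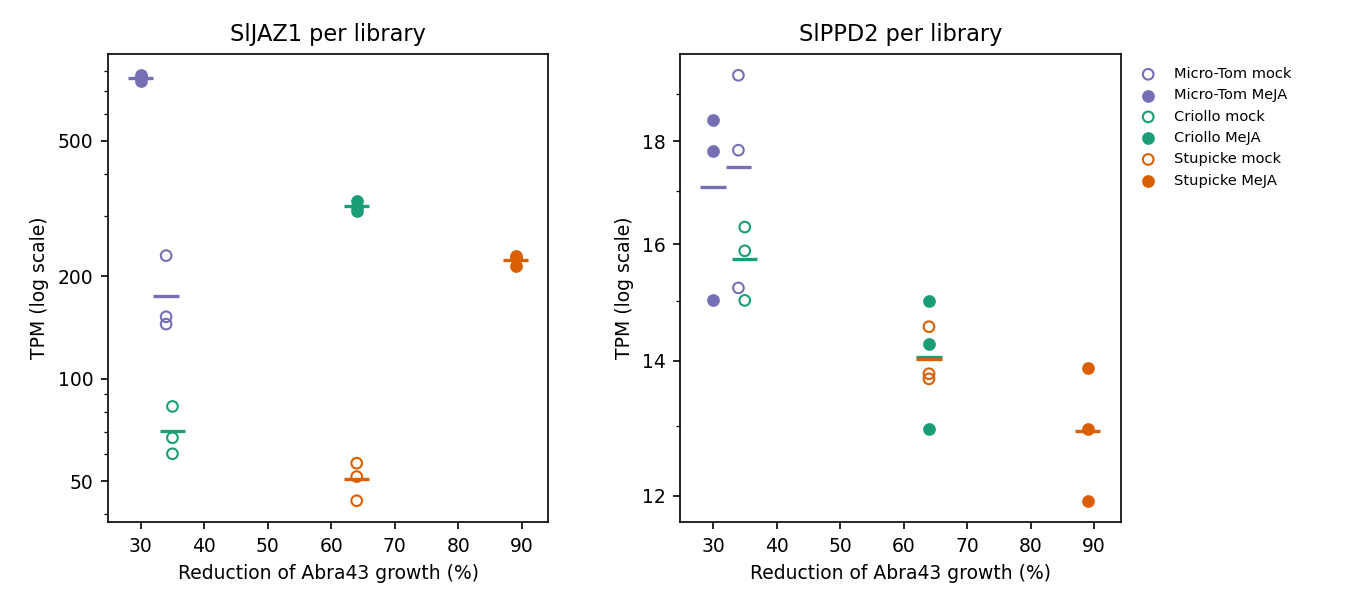
TPM (log scale) of SlJAZ1 and SlPPD2 in each of the 18 libraries against the paper's reduction of Abra43 growth in percent, with open circles for mock-primed and filled circles for MeJA-primed seeds and a line at the mean of 3 libraries. Under MeJA, SlJAZ1 is highest in Micro-Tom at a reduction of 30% and lowest in Stupicke at 89%.

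From the coefficients in Figure 5C, the paper proposes that the constitutive defence acts through a pathway independent of JA. In MeJA-primed seeds, however, the mean TPM of 11 of the 15 genes tested was highest in Micro-Tom, where the growth reduction was smallest. It was highest in Criollo for 2 genes and in Stupicke for 2.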

**FIGURE 5:**
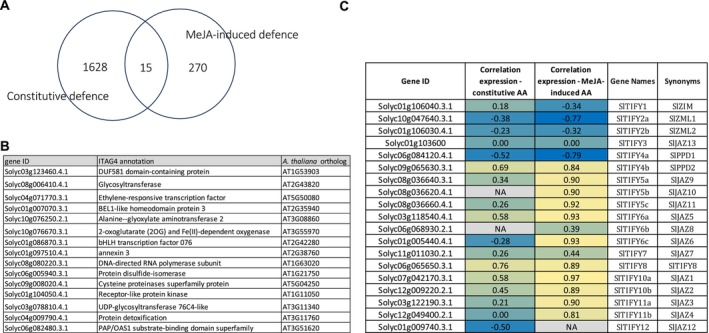
Common genes between constitutive and methyl jasmonate (MeJA)‐inducible defence. (A) Venn diagram showing the superposition between the subset of 1643 genes (Figure 3B) related to constitutive defence (‘Constitutive defence’) and the subset of 285 MeJA‐upregulated genes common between the three genotypes (Figure 4B) (‘MeJA‐induced defence’). (B) Table showing annotation details of the 15 common genes between Constitutive and MeJA‐induced defence subsets. The last column shows the name of the best homologue match in the genome of *Arabidopsis thaliana* according to ITAG4. (C) Table showing the Pearson coefficient correlation values between the JAZ/TIFY gene expressions and constitutive/MeJA‐induced antimicrobial activity (AA).

### 2.4 Metabolomic Analysis of Seed Exudates to Identify Potential Antimicrobial Molecules

To further characterise exudate composition and elucidate the observed AA, we performed untargeted metabolomic analysis (LC–MS/MS) of seed exudates, taking into account genotype and MeJA‐priming factors (Figure 6). Considering all three genotypes, we were able to identify 568 differentially accumulated metabolites (DAMs) between MeJA‐treated and mock‐treated samples. Regarding the genotype effect, pairwise comparisons using exclusively control (non‐primed) samples were performed, positioning the genotype with the strongest AA first: Criollo versus Micro‐Tom, Stupicke versus Criollo, Stupicke versus Micro‐Tom. This led to the detection of 68 DAMs for the Criollo versus Micro‐Tom comparison, 71 DAMs for Stupicke versus Criollo and 10 DAMs for Stupicke versus Micro‐Tom (Figure 6B). Venn diagrams highlighted that one upregulated DAM and 4 downregulated DAMs were in common between all three comparisons (Figure 6C). The upregulated DAM is annotated as [4‐(aminomethyl)phenyl] methanamine, and it is classified as an alkaloid. The downregulated DAMs were annotated as two alkaloids, one terpenoid and one fatty acid. We then analysed their distribution in function of their biochemical nature, in terms of absolute DAM number and relative abundance. Pie charts in Figure 6D showed biochemical families for DAMs with increased and decreased accumulation in respect to the three pairwise comparisons. Overall, an increase in the number of alkaloids in downregulated DAMs for all three comparisons was noticed, passing from 7, 3 and 1 to 8, 12 and 3 in the three comparisons, respectively (Figure 6D). For the relative quantification, upregulated pie charts were mostly dominated by fatty acids while downregulated ones were characterised by a prevalence of alkaloids (Figure 6E).

**FIGURE 6:**
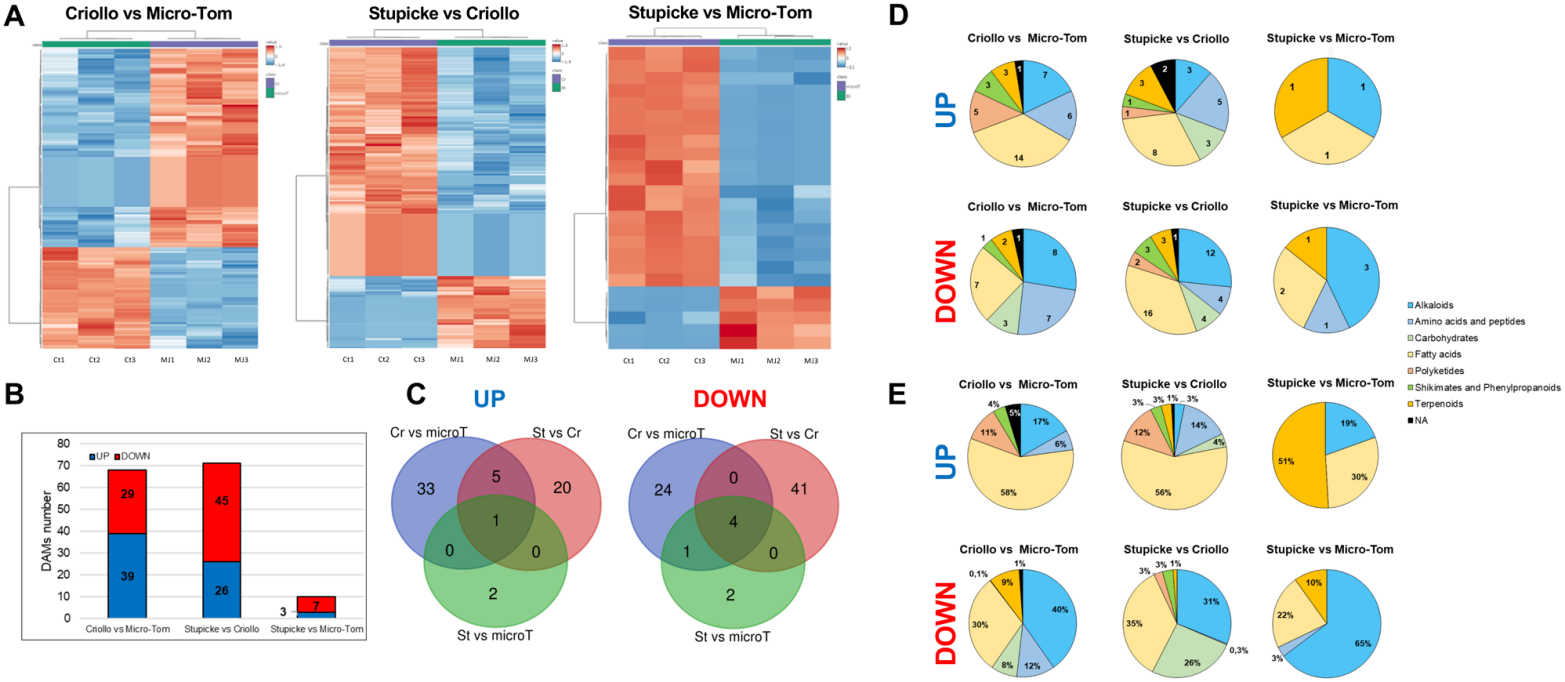
Metabolomic analysis of genotype effect on primed seed exudates. (A) Heatmaps with hierarchical clustering showing an overview of changes in abundance of detected metabolic features in the exudates harvested from Micro‐Tom, Stupicke and Criollo seeds. Colour scales represent log_2_ fold change values. Ct, mock‐primed samples; MJ, methyl jasmonate (MeJA)‐primed samples. (B) Histogram summarising the number of detected differentially accumulated metabolites (DAMs) in the exudate samples. Significant differences (control versus MeJA) were detected with a Student's *t* test coupled with a Bonferroni test to control false discovery rate. (C) Venn diagrams showing the distribution of up‐ and downregulated DAMs across the three genotypes. Cr, Criollo; microT, Micro‐Tom; St, Stupicke. (D) Pie charts showing the distribution of up‐ and downregulated DAMs for the three genotypes comparisons across metabolic pathways in respect to their number. (E) Pie charts showing the distribution of up‐ and downregulated DAMs for the three genotypes comparisons across metabolic pathways in respect to their relative abundance. NA, not annotated. Only features that were validated with the Sirius 4 algorithm (Dührkop et al. 2019, 2021) were classified as DAMs.

Next, we analysed the MeJA priming effect on the metabolome of seed exudates (Figure 7). When considering all cultivars together, 135 DAMs showed significantly higher accumulation and 5 DAMs showed significantly lower accumulation in the exudates of MeJA‐treated seeds compared to controls (Table S4). Regarding the genotype‐specific responses, MeJA had the strongest impact on Stupicke seed exudates (Figure 7A,B). Overall, a good discrimination between control and MeJA‐treated samples was observed for all three cultivars (Figure 7A). Among the detected DAMs, 2 were specific to Micro‐Tom, 12 to Criollo and 38 to Stupicke (Figure 7C). Venn diagrams highlighted 52 common DAMs between Criollo and Stupicke, while only one common DAM was found between Micro‐Tom and the other two cultivars (Figure 7C). By following the same approach used for transcriptomic data, we focused on the DAMs showing higher accumulation in Criollo and/or Stupicke compared to the other varieties. A high number of DAMs specific to Criollo and/or Stupicke belong to the fatty acids and glycosides category (32 DAMs out of 97), followed by alkaloids (12) and terpenoids (11, Figure 7D). Relative quantification by biochemical category showed that lipids and fatty acids constitute the most represented category for MeJA‐treated Criollo and Micro‐Tom exudates, while in Stupicke, alkaloids were the most represented category (Figure 7E). Taking together all the 135 DAMs with increased accumulation from all genotypes combined, fatty acids emerged as the main biochemical category (Figure S2).

**FIGURE 7:**
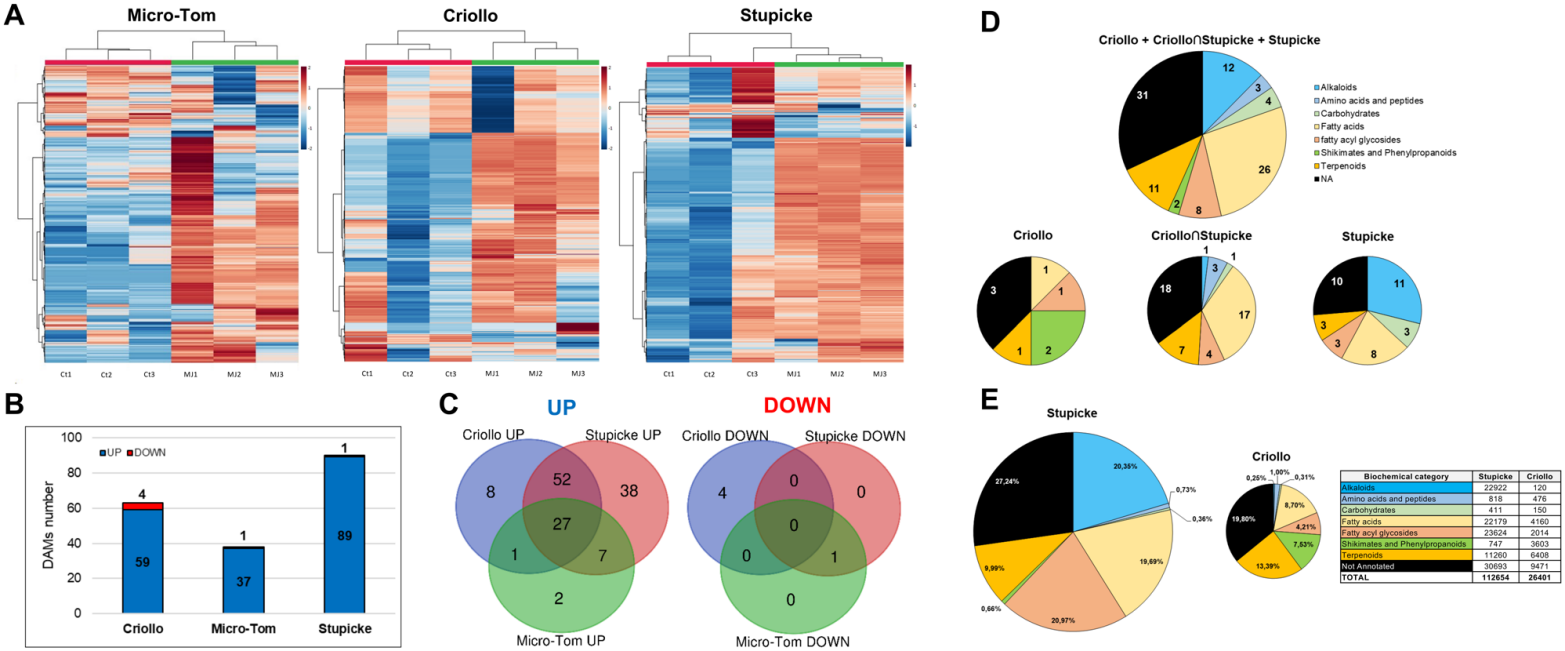
Metabolomic analysis of methyl jasmonate (MeJA) priming effect on seed exudates. (A) Heatmaps with hierarchical clustering showing an overview of changes in abundance of detected metabolic features by comparing the three genotypes Criollo, Micro‐Tom, and Stupicke between them. Colour scales represent log_2_ fold change values. Ct, mock‐primed samples; MJ, MeJA‐primed samples. (B) Histogram summarising the number of detected differentially accumulated metabolites (DAMs) in the exudate samples in the three comparisons. Significant differences (control vs. MeJA) were detected with a Student's *t* test coupled with a Bonferroni test for false discovery rate (FDR) control. (C) Venn diagrams showing DAMs between the comparisons. (D) Pie charts showing the distribution of upregulated DAMs in Stupicke and Criollo genotypes across metabolic pathways in respect to their number. The upper chart represents all the upregulated DAMs specific to Stupicke and Criollo, while the lower charts represent Stupicke‐ and Criollo‐specific DAMs (Stupicke, Criollo) and DAMs in common between them (Stupicke∩Criollo). (E) Pie charts and table showing the distribution of upregulated DAMs in Stupicke and Criollo genotypes across metabolic pathways in respect to relative abundance. The area of the pie charts is proportional to the total abundance of DAMs of the two genotypes. DAMs were quantified in relative units. Only features that were validated with the Sirius 4 algorithm (Dührkop et al. 2019, 2021) were classified as DAMs.

### 2.5 The Proteinaceous Fraction of the Exudates Plays a Major Role in Determining the Antimicrobial Activity

After characterising seed exudate metabolites, we focused on the proteinaceous fraction. A first quantification of the total exudates' protein content through the Bradford assay revealed relatively low total protein quantities, ranging between 7.18 (Micro‐Tom mock) and 3.89 μg/mL (Criollo MeJA) (Figure 8A). No significant effect of MeJA treatment was detected in all three genotypes. We then attempted to understand whether the detected proteinaceous fraction contributes to the observed AA by treating the exudates with thermolabile proteinase K, a broad‐spectrum serine protease. We selected a thermolabile form to minimise the effect of the heat treatment on other exudate components such as metabolites (Houlihan et al. 2019). Data obtained showed that the totality of the AA of the exudates was lost using the proteinase K (Figure 8B), indicating that the integrity of the exudates' proteinaceous fraction is required for the AA, either due to the direct antimicrobial effects of proteins or due to modifying enzymes conferring an antimicrobial activity to metabolites. To discriminate between these individual or combinatorial strategies, we performed a proteomic analysis on seed exudates obtained from different genotypes with or without MeJA treatment using mass spectrometry to identify exudate protein composition. However, the seed osmopriming treatment using polyethylene glycol (PEG) prior to exudate collection masked most of the spectrum, rendering the dataset incomplete despite decontamination efforts. Therefore, we took advantage of the transcriptomic dataset to seek proteins/peptide candidates with direct antimicrobial effects. Nevertheless, exploitable proteomic data obtained from MeJA‐treated samples of the three genotypes pooled indicated the presence of three defensins (Solyc07g007750, Solyc07g007710 and Solyc04g072470) and several other defence‐related proteins, such as PR proteins and proteases in the exudates, despite the impossibility of quantifying them (Table S5).

**FIGURE 8:**
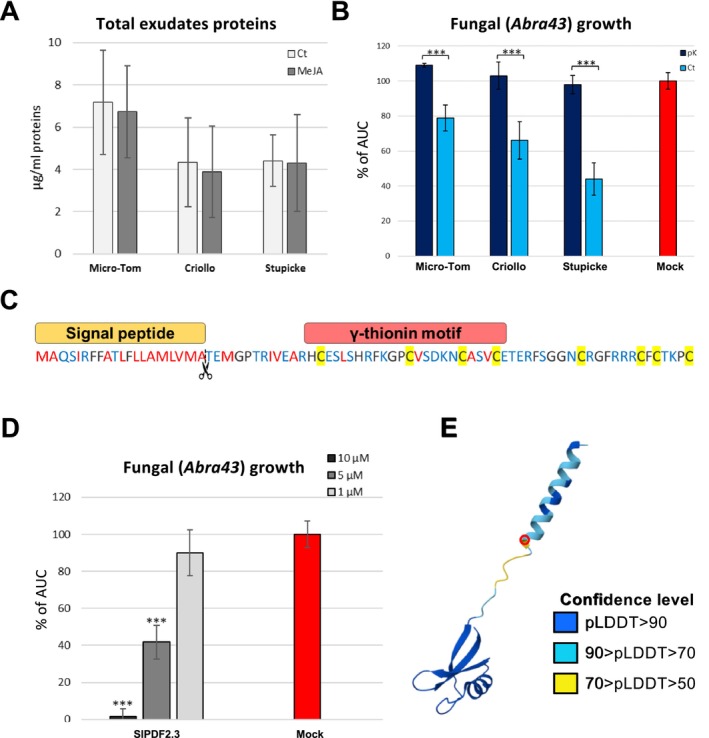
Role of proteins in tomato seed defences against *Alternaria brassicicola*. (A) Histogram representing total protein concentrations in exudates as determined by Bradford assay, *n* = 3. Error bars represent SD. (B) Histogram representing growth inhibition of *A. brassicicola* in presence of exudates of Micro‐Tom, Criollo and Stupicke treated or not with thermolabile proteinase K. pK, exudates treated with proteinase K; Ct, untreated exudates. Values are expressed as percentage of the total area under the curve (AUC) compared to the untreated control. Asterisks indicate significant differences according to Student's *t* test (***p < 0.001). Error bars represent SD. (C) Overview of the amino acid sequence of the putative defensin peptide SlPDF2.3 with predicted signal peptide and conserved motif. Hydrophobic residues are written in red and hydrophilic residues in blue. Cysteine residues are highlighted in yellow. The scissor icon with the dotted line indicates the predicted cleavage site (probability 0.92 according SignalP v. 6.0). Motif analysis was performed with the ScanProsite tool (prosite.expasy.org). (D) Histogram representing growth inhibition of *A. brassicicola* Abra43 in the presence of SlPDF2.3 at different concentrations. Values are expressed as percentage of the total AUC compared to the untreated control. Asterisks indicate significant differences according to Student's *t* test (***p < 0.001). Error bars represent SD. (E) Molecular model of SlPDF2.3 structure made with the AlphaFold3 server. Colour code legend indicates confidence level as predicted local distance difference test (pLDDT) score. Red circle indicates the predicted cleavage site.

### 2.6 A Defensin Induced by MeJA in Seeds Showed Antifungal Activity Against *A. brassicicola*

Based on the indications of the proteinase K assay and the transcriptomic analysis results, and in order to functionally characterise candidates, we looked at the expression of genes encoding peptides with potential antimicrobial activity, induced by MeJA in the three genotypes and correlated to the AA against Abra43. 

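Among the 285 genes of the paper's Table S2, the mean TPM of MeJA-primed seeds was highest in Micro-Tom for 171 genes, in Criollo for 82 and in Stupicke for 32. It was lowest in Micro-Tom for 47 genes, in Criollo for 90 and in Stupicke for 148. Across the 6 conditions, the mean TPM of 141 of these genes rose with the growth reduction of Abra43 (positive Pearson's r) and that of 144 fell, with a median r of -0.00366. Over the 9 MeJA-primed libraries alone, which share only 3 values of growth, r of TPM with the remaining growth of Abra43 was above 0 for 216 of the 285 genes and above 0.8 for 94, a tally chosen after the data were seen. A positive r with remaining growth is a negative r with growth reduction. The genes are not independent of each other, and MeJA accumulation was not analysed here.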

Out of the 285 genes induced by MeJA in all three genotypes, the expressions of many genes were highly correlated with MeJA accumulation and AA (Table S2). Among them, our attention was caught by *Solyc07g007755*, whose expression was highly correlated with the antimicrobial activity (*r* = 0.83; adjusted *p*‐values of 0.004 for Criollo, 8.6e^−7^ for Micro‐Tom, 0.00015 for Stupicke; log_2_ fold change values of 1.4 for Criollo, 1.58 for Micro‐Tom, 1.99 for Stupicke). 

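Solyc07g007755.1.1 had a log2 fold change under MeJA of 1.95 (SE 0.51, adjusted p = 0.0369 from edgeR) in Criollo, 2.25 (SE 0.43, adjusted p = 0.0105) in Stupicke and 0.84 (SE 0.33, adjusted p = 0.0925) in Micro-Tom. Counts were low in Criollo, with 9, 4 and 7 in the mock-primed and 29, 19 and 26 in the MeJA-primed libraries, and in Stupicke, with 13, 17 and 5 against 40, 56 and 72. In Micro-Tom they were 153, 127 and 253 against 417, 332 and 220. The call in Criollo was lost when any 1 of its 6 libraries was left out, and that in Stupicke without mock replicate 3, without MeJA replicate 3 and when only its 6 libraries were fitted. In Micro-Tom the log2 fold change was 1.28 without mock replicate 3, which passed the threshold, as did limma on log2(TPM + 1). Over 26 alternatives the adjusted p ranged from 0.0041 to 0.188 in Criollo, from 6.2e-05 to 0.0661 in Stupicke and from 0.0125 to 0.30 in Micro-Tom, and DESeq2 gave the lowest value in Criollo and Stupicke. The response did not differ between genotypes at the threshold, with 1.41 (adjusted p = 0.25) between Stupicke and Micro-Tom and 1.11 (adjusted p = 0.57) between Criollo and Micro-Tom.
The mean TPM (± SD, n = 3) was 39.3 ± 7.26 in mock-primed and 82.7 ± 27.9 in MeJA-primed Micro-Tom, 1.30 ± 0.484 and 4.67 ± 1.09 in Criollo, and 2.25 ± 1.21 and 10.3 ± 2.87 in Stupicke. In mock-primed seeds Solyc07g007755.1.1 was lower in Stupicke than in Micro-Tom by a log2 fold change of -3.87 (SE 0.42, adjusted p = 1.8e-06 from edgeR). Across the 6 conditions, Pearson's r of mean TPM with the growth reduction of Abra43 was -0.57 (exact permutation p = 0.233, adjusted p = 0.90 over 21 relations) and Spearman's rho was -0.46 (exact permutation p = 0.372, adjusted p = 0.875). Without the 2 conditions farthest from the median, r was -0.55. It was -0.38 with log2(mean TPM + 1), -0.56 with TMM-normalized CPM and -0.67 with the reductions that the paper's section 2.1 gives for mock-primed seeds. Within each genotype except Micro-Tom, both the TPM and the growth reduction were higher under MeJA. Salmon can divide reads between this gene and the other defensin genes of its cluster.

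**Figure D3:**
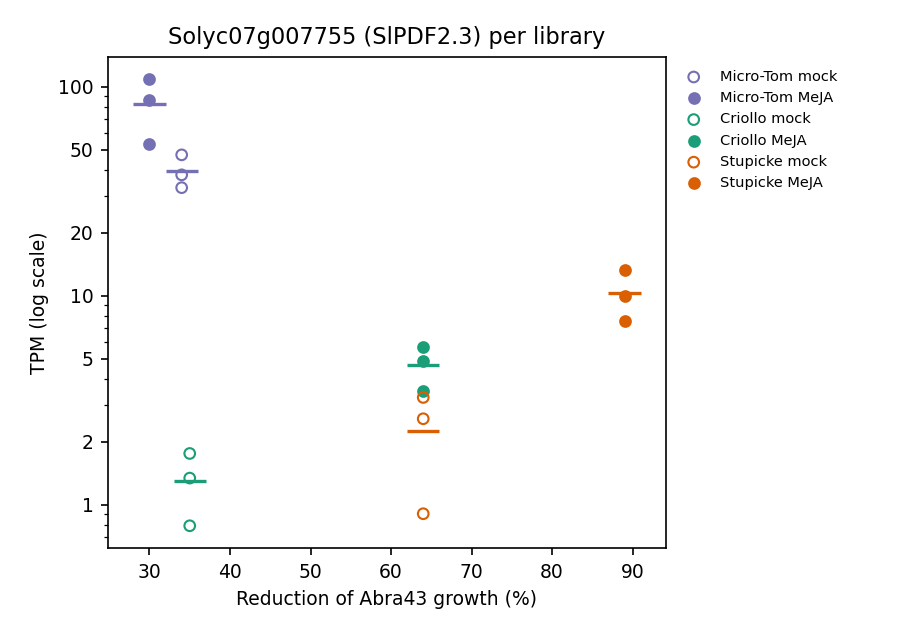
TPM (log scale) of Solyc07g007755 in each of the 18 libraries against the paper's reduction of Abra43 growth in percent, with open circles for mock-primed and filled circles for MeJA-primed seeds and a line at the mean of 3 libraries. Micro-Tom has the highest TPM and growth reductions of 30% and 34%.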

*Solyc07g007755* encodes a 78 amino acid peptide annotated as a defensin‐like protein precursor showing sequence similarity with *Arabidopsis thaliana* PDF2.3 (63.6% of protein sequence identity), a well‐characterised defensin with antifungal activity (Vriens et al. 2016). The tomato full‐length amino acid sequence contained a signal peptide that addresses it to the secretory pathway according to SignalP v. 6.0 (https://services.healthtech.dtu.dk/services/SignalP‐6.0/) and is likely absent in the mature protein (Figure 8C). Structural modelling was based on the P322 defensin from potato ( *Solanum tuberosum* ) (Stiekema et al. 1988), resulting in a very high overall confidence of the model (GMQE value of 0.92) (Figure 8E). The expression of the *Solyc07g007755* gene has been reported to be upregulated following interaction with the beneficial fungus *Trichoderma harzanium* (Aamir et al. 2023). To investigate its potential role in seed defence responses, we obtained a synthetic Solyc07g007755 peptide using the 58 amino acid sequence of the putative mature peptide and added it at different concentrations to Abra43 liquid culture. We favoured this approach over genetic manipulation due to defensins family functional redundancy. This assay indicated that the presence of Solyc07g007755 peptide was able to inhibit almost completely Abra43 growth at 10 μM, while the inhibition was not significant anymore at 1 μM (Figure 8D). These data support the hypothesis that this putative defensin contributes to the arsenal of seeds' defence mechanisms against fungal pathogens at the germination stage. We renamed the peptide SlPDF2.3, in reference to its *A. thaliana* closest homologue.

## 3 Discussion

Despite their primary importance in the food security question, seed–pathogen interactions are poorly characterised to date. It is likely that the notion of seeds as passive pathogen carriers hampered the development of this research field. However, a novel research impulse is making this vision obsolete, suggesting the existence of a dynamic dialogue (Ortega‐Cuadros et al. 2022; Darrasse et al. 2024). Our work fits into this framework, indicating that defence pathways can be elicited already at the seed stage. This conclusion was made possible by circumventing the limitation of establishing a seed‐based pathosystem through the exploitation of seed exudates in liquid cultures (Hubert, Leprince, et al. 2024).

Several defence strategies were previously described in seeds, depending on the species and ecological niche (Dalling et al. 2020). Seed dormancy, a physiological state that prevents seeds from germinating in unfavourable conditions, is known to be linked with the presence of constitutive defences of different nature (Dalling et al. 2011; Hubert, Marchi, et al. 2024). Seed dormancy can be largely explained by physical and physiological dormancies, depending on the nature of the germination inhibition mechanism (Finch‐Savage and Leubner‐Metzger 2006). In the case of physical dormancy, physical defences based on the seed coat are prevalent, resulting in decreased seed permeability to microbial colonisation, while physiological dormancy could mostly be associated with biochemical defences such as the activity of antimicrobial enzymes in the spermosphere (Dalling et al. 2011; Pollard 2018). Indeed, several studies have already shown that seeds can exude molecules with AA of different natures, such as specialised metabolites, enzymes and peptides (Rocha et al. 2015; Bednarz et al. 2019; Houlihan et al. 2019). The main novelty of the present study in relation to the state of the art is the demonstration that the AA of seed exudates can be inducible. To date, elicitor‐dependent defence induction has been shown only on fully germinated seedlings, while available studies about seed exudates did not investigate the induction (or enhancement) of the AA (Shailasree et al. 2001; Worrall et al. 2012; Rocha et al. 2015; Song et al. 2017; Houlihan et al. 2019). On one hand, this provided evidence for a previously unsuspected dynamism of seed defence mechanisms, while on the other hand, it generated a dataset of genes and metabolites associated with constitutive and inducible defences, holding potential for the development of novel phytosanitary strategies to apply at the seed stage. While direct seed defence priming with phytohormones negatively affected germination (Figure S1), we cannot exclude that other types of elicitors might trigger protection without compromising germination.

Regarding the effectiveness of the induced seed defence pathways, results summarised in Figure 2B suggested a limited inhibitory effect on the growth of compatible pathogens of both bacterial and fungal nature and an overall scarce, if not stimulatory, effect on bacterial pathogens in general. Damping‐off pathotests with the compatible oomycete pathogen *Pythium ultimum* further consolidated this finding (Figure S3). This is consistent with recent research showing antimicrobial properties of tomato and maize seed exudates towards non‐compatible pathogens belonging to fungal (*A. brassicicola*) and oomycete (*Phytophthora sojae*) classes (Zhang et al. 2022; Hubert, Leprince, et al. 2024). Why do the tested exudates have no or little inhibitory effect on compatible pathogens? A possible explanation might be that compatible, host‐specialised pathogens have evolved detoxification mechanisms against broad‐spectrum defence compounds that might therefore represent a first nonspecific layer of defence against a cohort of potentially pathogenic soil microbes. A larger panel of pathogens would be required to further challenge such a hypothesis. While seed exudates showed a strong inhibitory effect against fungi, no activity was observed towards bacterial pathogens. This conclusion might be just due to specific cases. However, it is worth noting that seed infestations by fungal pathogens can result in direct damage to seed prior to germination (e.g., seed rot), while bacterial colonisation is typically symptomless, with the pathogen behaving as a commensal endophyte (Darrasse et al. 2010; Dutta et al. 2014; Pedraza et al. 2018; Larran et al. 2020). This is exemplified by the recent ‘ceasefire’ model proposed for the bean seed– *Xanthomonas citri* pv. *fuscans* interaction, where it is suggested that both host and bacterial pathogen prefer to ‘prepare to battle’ later after germination rather than getting engaged at the seed imbibition or early germination stage (Darrasse et al. 2024). The fact that *Alternaria* fungi can behave as saprotrophs (Taj et al. 2015) might further suggest that seed defence would be strategically fungi‐oriented, especially during the critical germination stage (Ortega‐Cuadros et al. 2022).

Characterisation of the transcriptome of imbibed seeds resulted in more than 10,000 DEGs for each genotype comparison, indicating remarkable intraspecific variability (Figure 3). This suggested that the differences in constitutive AA between the genotypes might be due to different molecular mechanisms, rather than a different degree of activation of a similar mechanism. 

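Among the DEGs of mock-primed seeds, 1652 genes in Stupicke versus Criollo were upregulated and 2264 downregulated with a log2 fold change of at least 1. The corresponding numbers were 2528 and 3745 in Stupicke versus Micro-Tom, and 1905 and 2668 in Criollo versus Micro-Tom. Solyc08g005150.3.1 had 4938 counts over the 3 Stupicke libraries and 2 over those of Criollo, a ratio of 2860 with a 95% counting interval of 791 to 23620. Solyc08g006860.3.1 had no count in Stupicke and 1392 in Criollo, at least 401-fold lower. Solyc03g093340.4.1 had 3424 counts in Stupicke, 3685 in Criollo and none in Micro-Tom, at least 1210-fold and 1124-fold higher. Genes without a count in all 6 libraries of a genotype made up 32 of the DEGs in Stupicke versus Criollo, 65 in Stupicke versus Micro-Tom and 66 in Criollo versus Micro-Tom. Genes that are missing from a genotype and genes that differ from the reference in sequence are not separated by the counts. From the number of DEGs, the paper proposes that different molecular mechanisms, and not a different degree of activation of a similar one, underlie the differences in constitutive AA.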

The analysis illustrated in Figure 3B revealed that the three TF families FAR1, MYB and NF‐YA are interesting candidates to play prominent roles in mounting constitutive defences (Figure 3C). Despite the large size and functional diversity, members of the NF‐YA, MYB and FAR1/FHY3 TF families are known to play a role during seed development in *A. thaliana* (Mu et al. 2013; Ma and Li 2018) but also in plant defence as regulators of the JA signalling in adult plants (Zhang et al. 2022; Sun et al. 2015; Liu et al. 2019; Tan et al. 2022). However, we could not find any information about the involvement of detected genes either in defence processes or in seed germination (Figure 4C). In respect of the tested elicitors, classic phytohormones SA (represented by Bion) and MeJA differ greatly in terms of capacity to induce AA in exudates (Figure 2B). The classical scheme predicts that JA‐dependent pathways are effective against necrotrophs, while SA‐dependent pathways act against biotrophs, although there are exceptions to this axiom (Glazebrook 2005; Pieterse et al. 2012). Therefore, at first glance, one can think that the effect of MeJA on the necrotrophic fungi *A. alternata* and Abra43 could be expected, while in the case of Bion, the lack of inhibitory effect on bacteria (biotrophs) is more puzzling. However, the necrotroph/biotroph dichotomy might not hold true at the seed stage, where most of these pathogens persist as symptomless endophytes until germination or seedling establishment, when they switch to pathogenicity (Pochon et al. 2013; Chen, Ruh, et al. 2021). Consistently, a marked switch in defence pathways activation before and after germination was recently observed in the *A. brassicicola–A. thaliana* pathosystem (Ortega‐Cuadros et al. 2022).

Nevertheless, it remains evident that MeJA treatments induced transcriptional activation of several genes associated with defence pathways, such as WRKY TFs and ERF TFs (Pre et al. 2008; Wang et al. 2022) (Figure 4, Table S2) at the expense of germination vigour (Figure S1). 

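Besides the genes that rose, MeJA lowered Solyc01g150169.1.1 in Criollo with a log2 fold change of -3.23 (SE 0.42, adjusted p = 1.7e-04 from edgeR) and Solyc10g024360.2.1 with -3.17 (SE 0.75, adjusted p = 0.0233). In Stupicke, Solyc09g010360.3.1 fell with -1.12 (SE 0.19, adjusted p = 0.0035), and in Micro-Tom, Solyc05g045670.4.1 fell with -3.32 (SE 0.66, adjusted p = 0.0069). The call of Solyc10g024360.2.1 was lost without Criollo mock replicate 1 or 2 and without MeJA replicate 1 or 2. In Stupicke, Solyc08g076970.3.1 had 1086 counts under MeJA and none in mock, at least 360-fold higher.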

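For the 16 genes of Figure 4D, the difference in MeJA response from Micro-Tom was also tested. In Stupicke minus Micro-Tom edgeR called 0 of the 16, and 7 when adjusted over the list alone. In Criollo minus Micro-Tom it called 1, and 7 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. The called gene, Solyc06g082980.3.1, had a difference of 1.13 (adjusted p = 0.016).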

The 16 MeJA‐upregulated genes in common between Stupicke and Criollo genotypes (Figure 4D) are interesting candidates to explain the MeJA‐induced AA. Out of them, two (*SlEIN3* and *SlETR4*) are known to be involved in the ethylene‐response pathway (Kevany et al. 2007; Yang et al. 2010), one *bHLH* (*SlbHLH13*) is known to negatively regulate JA responses (Sasaki‐Sekimoto et al. 2013), and one *MYB* was closely related to a MYB TF (MYB108) known in *A. thaliana* to regulate cuticle‐related immunity to *Botrytis cinerea* and in *Brassica rapa* to promote Verticillium wilt resistance (Cui et al. 2022; Su et al. 2023). 

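SlWRKY16 (Solyc02g032950.3.1) was upregulated by MeJA with log2 fold changes of 1.49 in Criollo, 1.34 in Stupicke and 1.84 in Micro-Tom, and SlWRKY78 (Solyc07g055280.4.1) with 1.00, 1.29 and 1.40. For SlWRKY16 the call in Stupicke was lost without any of its mock replicates 1, 2 and 3 and its MeJA replicates 2 and 3, and those in Criollo and Stupicke with limma on log2(TPM + 1). For SlWRKY78 the call in Criollo was lost without mock replicates 1, 2 or 3 or MeJA replicate 3, and that in Micro-Tom when only its 6 libraries were fitted. SlWRKY75 (Solyc05g015850.4.1) changed by 3.65 (adjusted p = 0.0781 from edgeR) in Criollo, 3.69 (adjusted p = 0.060) in Stupicke and 3.00 (adjusted p = 0.0153) in Micro-Tom, and DESeq2 called it in all 3 genotypes. Its call in Micro-Tom was lost without MeJA replicate 1 and when only the 6 Micro-Tom libraries were fitted. SlMYB13 (Solyc06g083900.3.1) had 29 counts under MeJA and 1 in mock in Criollo (ratio 30.9, 95% counting interval 5.13 to 1263), 50 and 0 in Stupicke, at least 16.6-fold higher, and 165 and 1 in Micro-Tom (ratio 166, 29.5 to 6613), and it was called in all 3 genotypes. At this depth the call of SlMYB13 in Criollo was lost without any of 5 of its 6 libraries, MeJA replicate 3 being the exception, and also without Micro-Tom mock replicate 1, without any Micro-Tom MeJA replicate and with limma on log2(TPM + 1). In Stupicke it was lost without mock replicate 1 or 2. SlGAMYB-like2 (Solyc06g073640.4.1) was upregulated with 1.28, 1.34 and 1.27 in Criollo, Stupicke and Micro-Tom.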

Five WRKY (*SlWRKY16*, *SlWRKY37*, *SlWRKY39*, *SlWRKY75*, *SlWRKY78*) and two putative MYB (*SlMYB13*, *SlGAMYB‐like2*) TF genes were also present in the MeJA‐induced 285 genes list (Table S2) and are well‐known constituents of JA‐dependent pathways activated in response to necrotrophic pathogens in adult plants (Zhang 2015; Ren et al. 2020; Chen, Zhang, et al. 2021). These data suggested that MeJA treatment activates both JA and ethylene pathways in seeds. JA signalling appears to play a multilayered role in seed defence, as transcriptomics data suggest that JA might be rather negatively correlated with constitutive defences (Figure 5A). This appears plausible considering the crosstalk between JA and abscisic acid, delaying seed germination (Figure S1) (Varshney and Majee 2021). On the other hand, SA signalling appears to not play a defensive role against the tested pathogens, excluding a weak, but significant, 17% reduction of *A. alternata* growth with Criollo exudates (Figure 2B). Instead, Bion priming led to several cases of increased microbial growth, suggesting an overall negative role for SA in seed defence induction.

Besides TFs, genes encoding proteinases and proteinase inhibitors were strongly induced by MeJA (Table S2), suggesting that they might play a role in the enzymatic battle between seeds and pathogens, targeting pathogen enzymes and effectors (Pollard 2018). It is also interesting to note the presence of an oxidoreductases cluster in the MeJA‐upregulated categories (Figure 4C). 

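Across the genes listed as proteinases and proteinase inhibitors, responses spanned a wide range. Solyc03g098795.1.1 had 2377 counts under MeJA and 7 in mock in Criollo, 1024 and 2 in Stupicke, a ratio of 509 with a 95% counting interval of 141 to 4213, and 6566 and 9 in Micro-Tom. Solyc03g020060.3.1 had no count in mock-primed seeds, and its level under MeJA was at least 19.6-fold, 86.2-fold and 55.8-fold higher in Criollo, Stupicke and Micro-Tom. Solyc01g059760.3.1 changed by 4.41, 2.51 and 4.41, and Solyc03g122270.4.1 by 2.78, 3.20 and 3.35. At the lower end, Solyc09g008020.4.1 changed by 0.91, 0.71 and 1.13.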

Previous studies have already shown the presence of polyphenol oxidase and peroxidase enzymatic activities within the outer seed layers of cereal species such as wild oat ( *Avena fatua* ) and wheat ( *Triticum aestivum* ) (Jerkovic et al. 2010; Fuerst et al. 2014). Finally, by looking at the gene expression dataset in correlation with AA against Abra43, we noticed several proteins with putative roles in defence, including proteinases, proteinase inhibitors, chitinases, PR proteins and defensins (Table S2). This suggests a certain extent of similarity with defences of vegetative tissues, although functional validation would be required to test this hypothesis.

Complementing the transcriptomic approach, we generated for the first time a comprehensive overview of the metabolome of tomato seed exudates (Figures 6 and 7). Although our data did not link them to Abra43 growth inhibition, specialised metabolites have well‐known defence properties against many pathogens. Globally, DAM profiles for the genotype effect were dominated by fatty acids and alkaloids (Figure 6D,E). Such a marked presence of fatty acids is unexpected and triggers questions about their origin and properties. To the best of our knowledge, transport and exudation of fatty acids from inner seed tissues have never been reported. Leakage from the seed coat might be an alternative, although it sounds unlikely because of the highly hydrophobic nature of the polymers constituting the outer coat layers. We cannot exclude those metabolites leaked from the inner tissues as radicles broke the seed coat during germination. Regardless of their origin, our data indicate substantial genotypic differences among the identified fatty acid pools (Figure 6D,E). Regarding alkaloids, their presence in tomato seeds has already been reported (Kuang et al. 2020; Takeda et al. 2021).

MeJA treatment triggered an extensive reshaping of the seed exudates metabolome (Figure 7). Interestingly, fatty acids/acyl glycosides were globally the most represented family in the upregulated DAMs of the two MeJA‐responsive genotypes (Stupicke and Criollo), accounting for 40.6% in Stupicke, the genotype with the highest AA (Figure 7D,E). This suggests that MeJA treatment heavily impacts fatty acid metabolism and transport in tomato seeds. Another observation is the enrichment of alkaloids in Stupicke's exudates in response to MeJA (Figure 7D,E). It remains to be verified whether these metabolites are functional against other pathogens or in the context of soil multitrophic interactions. A plethora of compounds belonging to this class are known to possess antimicrobial properties (Zhang et al. 2009; Sulaiman et al. 2022).

The pK assay indicated that the antimicrobial properties of the identified metabolites are negligible against Abra43 (Figure 8), although we cannot totally exclude that the 55°C treatment used to stop the assay could have degraded some thermolabile metabolites such as small terpenoids (de Matos et al. 2019). Another hypothesis is that these metabolites may acquire antimicrobial properties following specific decorations due to enzymes present in the exudates. Interestingly, we observed a correlation between the AA following MeJA treatment and the expression of several genes encoding putative enzymes such as glycosyltransferase (*Solyc06g072880.2.1*, PCC = 0.95), acyltransferase (*Solyc02g093180.3.1*, PCC = 0.87) and several hydroxylases (*Solyc02g090350.4.1*, PCC = 0.85; *Solyc10g007960.1.1*, PCC = 0.98; *Solyc04g078325.1.1*, PCC = 0.86). However, taken together with previous studies, it appears that seed exudates exert AA mostly via the action of proteins and peptides (Rose et al. 2006; Rocha et al. 2015; Raviv et al. 2017; Houlihan et al. 2019). 

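MeJA upregulated 4 of these 5 genes in Criollo, 4 in Stupicke and 5 in Micro-Tom, and 5 in each genotype when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Solyc06g072880.2.1 had log2 fold changes of 1.18 in Criollo, 2.08 in Stupicke and 2.69 in Micro-Tom, and Solyc10g007960.1.1 had 2.05, 1.79 and 1.91. Solyc04g078325.1.1 had 16 counts under MeJA and 1 in mock in Criollo (ratio 17.1, 95% counting interval 2.65 to 716, adjusted p = 0.167 from edgeR), 64 and 0 in Stupicke, at least 21.2-fold higher, and 767 and 7 in Micro-Tom. Solyc02g093180.3.1 did not pass the threshold in Stupicke, with 0.68 (adjusted p = 0.109), though it did with DESeq2 and without MeJA replicate 1, and its call in Criollo was lost without mock replicate 2 or MeJA replicate 2. The call of Solyc06g072880.2.1 in Criollo was lost without mock replicates 1 or 3 or MeJA replicate 3 and with limma on log2(TPM + 1) or log2(TPM + 0.1), and that of Solyc04g078325.1.1 in Stupicke without mock replicate 2 and with limma on log2(TPM + 1). Across the 6 conditions, Pearson's r of mean TPM with the growth reduction of Abra43 lay between -0.42 for Solyc04g078325.1.1 (exact permutation p = 0.394, adjusted p = 0.90) and -2.9e-06 for Solyc02g093180.3.1 (exact permutation p = 1.00). Spearman's rho of the same 2 genes was -0.17 and -0.06 (exact permutation p = 0.750 and 0.933). Without the 2 conditions farthest from the median growth reduction, MeJA-primed Stupicke and Micro-Tom, r of the 5 genes was positive, between 0.17 and 0.60. MeJA-primed Criollo, with a reduction of 64%, was then the only MeJA condition left. Genes that MeJA raises tend to a positive r there. The sign thus rests on the conditions used and does not show a relation with the activity.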

Consistently, we were able to functionally validate a defensin gene correlated with AA against Abra43, *SlPDF2*.3 (PCC = 0.83) (Figure 8D). Although we failed to produce direct evidence of its presence in the exudates, our data show that defensins can be secreted in the spermosphere (Table S5). Two out of the three detected defensins are transcriptionally induced by MeJA: *Solyc07g007710* in Criollo, *Solyc04g072470* in Micro‐Tom (Table S2), with *Solyc07g007750* and *Solyc07g007710* belonging to the same genomic cluster of *Solyc07g007755*/*SlPDF2.3*, formed by six defensin genes. This dataset further showed the presence of several heat shock proteins, redox proteins and other defence‐related proteins such as proteases and pathogenesis‐related (PR) proteins (Table S5). 

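Solyc07g007710.4.1 had a log2 fold change under MeJA of 1.15 (SE 0.42, adjusted p = 0.151 from edgeR) in Criollo, 0.28 in Stupicke and 0.09 in Micro-Tom. The value in Micro-Tom was 0.99 without mock replicate 3, which passed the threshold, and -0.26 without mock replicate 2. Solyc04g072470.4.1 changed by 0.88 (SE 0.29, adjusted p = 0.114) in Criollo, 0.15 in Stupicke and 0.03 (SE 0.29, adjusted p = 0.949) in Micro-Tom. Without replicate 3 of mock-primed Micro-Tom both genes passed the threshold in Criollo, and they did so when only the 6 Criollo libraries were fitted. Solyc07g007750.3.1 was not called in any genotype, with -0.22 in Criollo, 0.07 in Stupicke and -0.35 in Micro-Tom. Adjusted over the list of 4 defensin genes alone, 3 were called up in Criollo, which is not independent evidence because the study named them on these samples. In mock-primed seeds Solyc07g007710.4.1 reached 870 ± 452 TPM (SD, n = 3) in Micro-Tom and 96.6 ± 14.2 in Criollo, where MeJA-primed seeds reached 196 ± 41.1.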

The PEG contamination issue highlights the need to develop a novel sample preparation strategy. That said, the apparent convergence between seed transcriptomic and exudates proteomic data regarding categories such as defensins, proteases/protease inhibitors and redox enzymes suggests that they might form a defensive cocktail against pathogens, making them prominent candidates to further investigate defence induction in seeds.

To summarise, the present study provides novel leads to stimulate research on seed–pathogen interactions and adds new details to the current understanding of compatible/incompatible interactions mechanisms. Although we could not observe an AA on compatible pathogens, our data identify novel candidate antimicrobial molecules that can be exploited in regard of other crops, such as rapeseed ( *Brassica napus* ) or cabbage ( *Brassica oleracea* ) in the case of *A. brassicicola*.

## 4 Experimental Procedures

### 4.1 Seed Material

*Solanum lycopersicum* ‘Stupicke’, ‘Criollo’ and ‘Micro‐Tom’ were used in this study. Plants were grown under semi‐controlled greenhouse conditions at the INRAE site of Angers (France) between November and July 2021 in 15 L pots (containing Klassman‐Deilmann substrate 5) watered with a nutrient solution and supplemented with 16 h of 250 μmol m^−2^ s^−1^ of light. The day/night temperatures were set up at 23°C/20°C (daily mean and maximal temperatures of 21.2°C and 28.8°C), respectively. Mature red fruits were then harvested from the 2nd to the 8th truss. Fruits were then cut to extract seeds by incubating the locular tissues for 1 h under gentle shaking at room temperature (RT) in 100 mL Erlenmeyer flasks containing 40 mg of pectolytic enzymes (Lafazym CL). Seeds were thoroughly washed with tap water to remove fruit tissue debris. Seeds were then dried in a desiccator under a controlled airflow at 43% relative humidity (RH) and at RT for 48 h before being stored at 4°C in the dark.

### 4.2 Seed Priming and Seed Exudates Production

Seed osmopriming solutions were prepared as follows: 28.5 g polyethylene glycol (PEG) 8000 was added to 100 mL Milli‐Q sterile water to generate a solution with osmotic potential of −1 MPa at RT. To prepare solutions for elicitor treatments, the following elicitor final concentrations were used: 10 mM β‐aminobutyric acid (BABA, Sigma‐Aldrich); 2 mM MeJA (Sigma‐Aldrich); 10 mM for the active compound of Bion 50 WG (granular form composed of 50% by acibenzolar‐*S*‐methyl, Syngenta). The concentrations used were comparable to those used in similar studies on tomato (Worrall et al. 2012; Smart et al. 2013). 2 mL of seed priming solution (1 MPa ± elicitors) was then added into 30 mm diameter sterile glass Petri dishes containing 30 dry mature seeds on sterile Whatman filter paper to imbibe in the dark at 20°C for 48 h. Three biological replicates of 30 seeds each were used for each treatment. Seeds were then abundantly washed under tap water to remove the priming solution, blot‐dried and placed into a desiccator at 43% RH for 48 h to redry them. After complete drying, seeds were placed again in 30 mm diameter sterile glass Petri dishes and imbibed using 2 mL sterile Milli‐Q water for 96 h in the dark at 20°C to produce exudates (Hubert, Leprince, et al. 2024). Exudates were collected with sterile tips and filter‐sterilised with CHROMAFIL Xtra PA‐20/13 0.20 μm filters (Macherey‐Nagel GmbH & Co.), aliquoted in sterile 2 mL Eppendorf tubes and flash‐frozen in liquid nitrogen. Exudates were stored at −80°C before use. The whole procedure is summarised in Figure 1.

### 4.3 Microbial Material

*Alternaria brassicicola* Abra43 (Pochon et al. 2012) and *A. alternata* NB100 (Bessadat et al. 2014) were maintained at 25°C on potato dextrose agar (PDA) and potato carrot agar plates, respectively. Inoculum was prepared as previously described (Hubert, Leprince, et al. 2024). A final inoculum concentration of 10^3^ conidia/mL was used for experiments. *Clavibacter michiganensis* subsp. *michiganensis* (Cmm) rifampicin‐resistant strain Cm 144 (CFBP 7572) was maintained on yeast extract‐dextrose‐CaCO_3_ (YDC) plates at 25°C, while *Xanthomonas campestris* pv. *campestris* (Xcc) rifampicin‐resistant strain ATCC 33913 (Darrasse et al. 2010) was maintained on tryptic soy agar (TSA) plates at 28°C. Both media were supplemented with 50 μg/mL rifampicin. All nutrient media mentioned were obtained from Duchefa Biochemie. For inoculum preparation of bacteria, 5 mL tryptic soy broth (TSB) liquid cultures were incubated overnight at 28°C and 150 rpm; then the inoculum was diluted to an OD_600_ value of 0.15 for Cmm and 0.10 for Xcc, corresponding to 10^8^ CFU/mL. A final CFU concentration of 10^5^ was used for experiments. Pure culture of *Pythium ultimum* DV1505‐941 was routinely cultured on potato dextrose agar (PDA, BIOKAR Diagnostics) in the dark at 22°C.

### 4.4 Fungal and Bacteria Growth Curves

To follow fungal growth, we performed nephelometry assays. Both Abra43 and NB100 *A. alternata* inocula were added to 96‐well transparent flat‐bottom plates (Greiner) containing potato dextrose broth (PDB) and water or seed exudates in the following proportions: 8/10 of PDB, 1/10 of inoculum (concentration of 10^4^ conidia/mL, for a final concentration of 10^3^), 1/10 of exudates (treatment) or Milli‐Q sterile water (control), for a final volume of 300 μL for each mix. Fungal growth was then measured with a nephelometric reader at 635 nm (NEPHELOstar Galaxy, BMG Labtech) (Joubert et al. 2010) at 20°C, 500 rpm and for 66 h and 20 min. Growth data were analysed using the Omega MARS software v. 3.42 R5 (BMG Labtech) as previously described (Hubert, Leprince, et al. 2024).

To follow bacterial growth, we performed spectrometry assays (Kurokawa and Ying 2017). Rifampicin‐resistant Cmm and Xcc inocula were added to 96‐well transparent flat‐bottom plates (Greiner) containing nutrient broth yeast (NBY) for Cmm and TSB for Xcc and water or exudates in the following proportions: 8/10 of NBY or TSB, 1/10 of inoculum (concentration of 10^6^ CFU/mL, for a final concentration of 10^5^), 1/10 of exudates (treatments) or of Milli‐Q sterile water (control) for a final volume of 300 μL. All bacterial growth media were supplemented with 50 μg/mL rifampicin. Bacterial growth was then measured with a spectrophotometric reader at 600 nm (SPECTROstar, BMG Labtech) at 25°C for Cmm and 28°C for Xcc, 500 rpm and for 96 h. Growth data were analysed using the Omega MARS software v. 3.42 R5 (BMG Labtech).

### 4.5 Statistical Analysis of Growth Curves

Data corresponding to fungal and bacterial growth curves data were exported from the Omega MARS software and analysed in R studio (v. 4.3.2) as described in Hubert, Leprince, and Buitink (2024). Values of the area under the curve (AUC) were used to test the effects of exudates on microbial growth, and growth ratio values calculated from the AUC of the pathogen's growth with and without the presence of exudate (% growth = AUC (condition)/AUC (control) × 100). Data normality was tested using the Shapiro–Wilk test. Significance between pairwise comparisons was tested with a Student's *t* test (*p* < 0.05), while a Mann–Whitney test was used (*p* < 0.05) in case of failure of the normality test. For multiple comparisons, an ANOVA test (*p* < 0.05) was performed. In case the normality test failed, a Kruskal–Wallis test (*p* < 0.05) followed by Dunn's post hoc test (*p* < 0.05) was used instead. Respective tests used for nephelometry/spectrometry results are indicated in figure legends.

### 4.6 *Pythium ultimum* Pathotest and Statistics

*Pythium ultimum* was cultured for 14 days on V8 agar (3 g CaCO_3_, 20 g agar, 200 mL V8 vegetable juice, Continental Foods Europe) with cellophane films (10 × 10 cm). The mycelium was removed from the plates and mixed until homogeneity with phosphate‐buffered saline (PBS, pH 6.5). Twelve Petri dishes were used for one tray of 40 wells. The mycelium mixture was added to fertilised water (1 g/L of PLANT‐PROD 15–10‐30) and mixed with soil (TRAYSUBSTRAT 75/25—RECETTE 092, Klasmann‐Deilmann). The potting soil was watered with fertilised water until saturation. In order to maintain the soil moisture, twice a week watering was made with 300 mL of fertilised water. After the saturated soil was evenly distributed over the trays (1 seed/tray), trays were then placed in a culture chamber (23°C/20°C; 16/8 h; 80% RH). Fourteen days after sowing, the plant emergence status was determined according to the following criteria: no germination (0), plant began to germinate (1), seedling (2), plant had visible signs of infection (sick). Seedling emergence was analysed with logistic generalised linear models, and confidence interval values of 95% were extracted. The log odd values predicted by the model were converted to infection probabilities, and 95% confidence intervals were calculated and displayed as error bars (Figure S3).

### 4.7 Transcriptomic Analysis

RNA samples were extracted from the same seed lot used to produce exudates following the seed priming treatment with or without elicitors using the NucleoSpin RNA Plant and Fungi kit (Macherey‐Nagel) with lysis buffer containing 1% polyvinylpyrrolidone (PVP‐40) followed by incubation at RT for 10 min. RNA quantity and quality were measured using a NanoDrop ND‐1000 (NanoDrop Technologies) and a 2100 Bioanalyzer (Agilent Technologies), respectively. All samples showing A_260_/A_280_ and A_260_/A_230_ ratio > 1.8, RNA Integrity Number, RIN > 7 and 28S/18S > 1.7 were sent to Beijing Genomics Institute (https://www.bgi.com, Hong Kong, China) for library preparation and sequencing on BGISEQ‐500 platform, generating a minimum of 20 million reads of 100 bp per sample (20 M PE100). After adapter trimming and quality control, high quality reads were mapped on the tomato reference transcriptome based on SL4.0 genome version and ITAG4.0 annotation (Hosmani et al. 2019) using quasi‐mapping alignment and quantification methods of Salmon algorithm v. 1.2 (Patro et al. 2017). For gene expression analysis, raw RNA‐Seq counts were first normalised as transcripts per kilobase million (TPM). To identify DEGs, the R package SARTools (Varet et al. 2016) including DEseq2 algorithm (Love et al. 2014) was used and an adjusted *p*‐value threshold of 5% was set to identify DEGs following the MeJA treatments. ClusterProfiler algorithm (Yu et al. 2012) based on GO annotations available from Tomato ITAG4.0 was performed and an adjusted *p*‐value threshold of 5% was set to determine over‐represented functional classes (Lohse et al. 2014).

### 4.8 Untargeted Metabolomic Analysis (LC–MS/MS)

Untargeted metabolomic analyses were performed following the protocol of Boutet et al. (2022), with modifications. Lyophilised seed exudates were resuspended in 100 μL of a solution of 10% acetonitrile. Apigenin (500 ng) was added to each sample and used as an internal standard (Extrasynthese). The resuspended extracts were filtered with glass microfibre filters (Whatman International Ltd) and placed in HPLC vials. A quality control (QC) made up of 8 μL from each sample was prepared in a separate HPLC vial.

Sample injection and data analysis: Untargeted metabolomic analyses were conducted using an ultra‐high‐performance liquid chromatographic system (UPLC, Dionex UltiMate 3000 RSLC, Thermo Fisher Scientific) coupled with a Q‐ToF mass spectrometer (Maxis Impact, Bruker Daltonics) using the same pipeline and parameters indicated in Boutet et al. (2022). Each sample was injected and analysed in positive and negative ionisation modes (ESI+ and ESI−). Raw metabolomic data (.d) were converted into .xml files using MSConvert software (ProteoWizard package 3.0). ESI+ and ESI− data were analysed using mzMine v. 3.0 software (Schmid et al. 2023) (mzmine.github.io), using the protocol described in Boutet et al. (2022). Metabolic feature intensity was normalised by the internal standard (apigenin) and by the mass of lyophilised exudate for each sample. For metabolite annotation, molecular networks were generated with MetGem software (Olivon et al. 2018; https://metgem.github.io). Molecular networks were generated using a cosine score of 0.85 for ESI+ and 0.65 for ESI−. Annotation of metabolic features was carried out in several consecutive steps: (1) match against the IJPB internal library including standards and putatively annotated features (experimental library [mz and RT]: 99 and 67 features for ESI+ and ESI−, respectively; exact mass library [*m*/*z*]: 637 and 475 features in ESI+ and ESI−, respectively). (2) Metabolomic data were matched against available MS2 spectral libraries (Massbank NA, GNPS Public Spectral Library, NIST14 Tandem, NIH Natural Product and MS‐Dial). (3) Features without annotation proposition were assigned to a metabolic family using information from the molecular network. (4) A putative annotation was proposed for non‐annotated interesting features using Sirius software (Dührkop et al. 2021; https://bio.informatik.uni‐jena.de/software/sirius/) or by checking the MS/MS spectra.

### 4.9 Proteomics Analysis

Seed exudates were filtered on 10 kDa filters (Amicon ultra 10 kD, Merck Millipore). The flowthrough was collected, and pH was adjusted to pH 8 using ammonium bicarbonate. The flowthrough was then reduced with dithiothreitol (DTT) and alkylated with iodoacetamide. Desalting of peptides was carried out using the Phoenix peptide preparation kit (Preomics). LC–MS/MS analyses were performed as previously described (Tarkowski et al. 2024) with some modifications. Separation was shortened from 75 to 45 min, and the column was replaced by a Biozen C18 (2.6 μm Peptide XB‐C18, 250 × 0.075 mm) column from Phenomenex. Protein fragments identification and filtering were done by querying the resulting MS/MS data against *S. lycopersicum* ITAG4 database, using X! Tandem Piledriver (v. 2015.04.01.1) and i2masschroq v. 1.2.9 (Langella et al. 2024). Proteins were retained only if they were identified with one peptide with an *E*‐value lower than 0.01 and a protein *E*‐value lower than 0.00001, resulting in a protein false discovery rate (FDR) of 0% and a peptide‐spectrum match (PSM) FDR lower than 0.36%.

### 4.10 Bradford Assay and Proteinase K Assay

Protein quantification according to the Bradford method (Bradford 1976) was performed by using 50 μL of exudates with 200 μL of Coomassie blue reagent. Protein concentrations were calculated using a standard curve of bovine serum albumin (BSA). For the proteinase K assay, thermolabile proteinase K (New England Biolabs) was added at a final concentration of 10 mg/mL to exudates and incubated at 20°C for 24 h (Houlihan et al. 2019). The proteinase K was then inactivated with a 55°C treatment for 10 min. Nephelometry assays were carried out on these samples as described previously.

### 4.11 Peptide Synthesis and Antimicrobial Activity Assay

The SlPDF2.3 peptide was synthesised by Royobiotech Company (Shanghai, China) with a purity > 90% and dissolved in sterile Milli‐Q water prior to addition to Abra43 liquid culture. Its 58 amino acid sequence (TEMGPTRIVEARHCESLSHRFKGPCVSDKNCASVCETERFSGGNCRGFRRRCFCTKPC) corresponds to the protein encoded by the *Solyc07g007755* gene after removing the signal peptide predicted by SignalP v. 6.0 (Teufel et al. 2022). To validate the AA of the peptide, three final concentrations of the SlPDF2.3 were tested in nephelometry: 10, 5, or 1 μM according to the protocol described previously.

## Author Contributions

**Łukasz P. Tarkowski:** conceptualisation, methodology, investigation, formal analysis, writing – original draft preparation, writing – review and editing. **Benjamin Hubert:** investigation, formal analysis, writing – review and editing. **Muriel Marchi:** investigation, writing – review and editing. **Camille Tranchant:** investigation. **Stéphanie Boutet:** investigation, formal analysis. **Céline Brosse:** investigation. **Mathilde Causse:** resources. **Thierry Balliau:** formal analysis. **Mélisande Blein‐Nicolas:** formal analysis. **Massimiliano Corso:** formal analysis, writing – review and editing. **Sébastien Aubourg:** formal analysis, writing – review and editing. **Jérôme Verdier:** conceptualisation, methodology, formal analysis, writing – original draft preparation, writing – review and editing.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** Germination assay on tomato seeds primed with methyl jasmonate (MeJA). Three biological replicates of 30 seeds were used to assess the effect of MeJA osmopriming on germination rate of the three genotypes Micro‐Tom, Criollo and Stupicke. Lines of different colours indicate the different MeJA dosages used for the osmopriming: Ct, mock control without MeJA; MeJA 2, MeJA 2 mM; MeJA 20, MeJA 20 mM. Seeds were placed in sterile glass petri dishes with sterile Whatman filter paper imbibed in Milli‐Q sterile water. Germination percentage was assessed at 4 and 8 days. The experiment was repeated 2 times with consistent results. Error bars represent SD.

**Figure S2:** Distribution of differentially accumulated metabolites (DAMs) induced by methyl jasmonate (MeJA) treatment from all genotypes. Left, pie chart showing the distribution of DAMs increasingly accumulated following MeJA treatment from all three genotypes combined across metabolic pathways. Right, table resuming their number and providing the colour key for the pie chart.

**Figure S3:** Response to damping‐off of primed tomato seeds. Seeds of Micro‐Tom, Criollo and Stupicke genotypes primed with polyethylene glycol (PEG) 8000 plus β‐aminobutyric acid (BABA) 10 mM (BABA), MeJA 2 mM (methyl jasmonate) or mock (Ct) were sown in trays containing soil inoculated with *Pythium ultimum* (yellow bars, condition ‘Pythium’) or mock‐inoculated (green bars, condition ‘without Pythium’). Germination rates after 14 days were computed as emergency probabilities. The experiment was repeated three times with consistent results, with *n* = 20. Error bars represent 95% confidence intervals.

**Table S1:** Transcriptomic analysis data in respect of the genotype effect used for Figure 3. Column A lists of upregulated differentially expressed genes (DEGs) resulting from the comparison Stupicke versus Criollo. Column B lists of upregulated DEGs resulting from the comparison Stupicke versus Micro‐Tom. Column C list of genes resulting from the comparison of non‐DEGs of Criollo versus non‐DEGs of Micro‐Tom. Column D list of genes resulting from the intersection of the three comparisons.

**Table S2:** Results of the transcriptomic analysis of seeds in regard of the methyl jasmonate (MeJA) treatment effect. The table show differentially expressed genes (DEGs) for the three genotypes Criollo, Micro‐Tom, Stupicke, the 285 commonly upregulated, and the correlation coefficients between the expression values of the 285 genes and the antimicrobial activity of the exudates.

**Table S3:** Details of gene ontology analysis results of the seven over‐represented functional classes showed in Figure 4C. GeneRatio, number of differentially expressed genes (DEGs) belonging to the functional category over total number of DEGs considered; BgRatio, number of genes included expressed in tomato seeds belonging to the functional category over total number of genes expressed in tomato seeds.

**Table S4:** Lists with details of the differentially accumulated metabolites (DAMs) resulted from the untargeted metabolomic analysis of exudates from the three genotypes Criollo, Micro‐Tom and Stupicke in relation to methyl jasmonate (MeJA) treatment. ND, not detected.

**Table S5:** List of detected peptides and proteins in exudates from methyl jasmonate (MeJA)‐treated seeds following cleanup processing with the Phoenix kit. Heat shock, redox and defence‐related proteins are highlighted in red, yellow and blue, respectively. Asterisks indicate defensins. Annotations are from the ITAG4.0 *Solanum lycopersicum* genome functional annotation version. Exudates represent a pool of the three genotypes Criollo, Micro‐Tom and Stupicke.

## Data Availability

The data that support the findings of this study have been deposited in NCBI Gene Expression Omnibus and are publicly accessible through GEO accession number GSE277291. The metabolomic data and metadata have been deposited at the MassiVE data repository portal with the identifier MSV000096553 (doi: 10.25345/C54T6FF8C).

# Supplementary material for: Antimicrobial Peptides as Part of the Arsenal of Constitutive and Inducible Seed Defences in Tomato Seed Exudates Against Pathogens
**Source:** Mol Plant Pathol. 2025 Oct 27;26(10):e70164. doi: 10.1111/mpp.70164
**Supplement:** Supplementary file 1 — Figure S1: Germination assay on tomato seeds primed with methyl jasmonate (MeJA). Three biological replicates of 30 seeds were used to assess the effect of MeJA osmopriming on germination rate of the three genotypes Micro‐Tom, Criollo and Stupicke. Lines of different colours indicate the different MeJA dosages used for the osmopriming: Ct, mock control without MeJA; MeJA 2, MeJA 2 mM; MeJA 20, MeJA 20 mM. Seeds were placed in sterile glass petri dishes with sterile Whatman filter paper imbibed in Milli‐Q sterile water. Germination percentage was assessed at 4 and 8 days. The experiment was repeated 2 times with consistent results. Error bars represent SD.

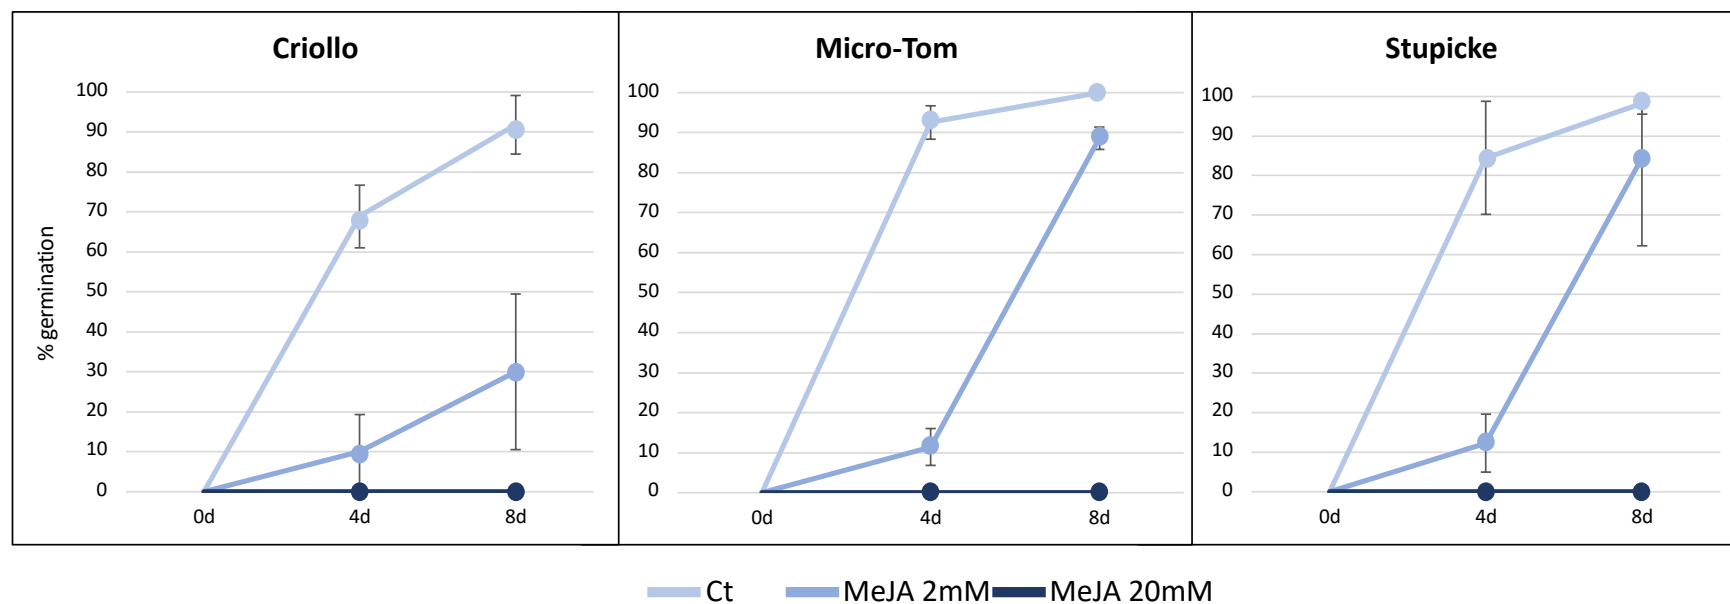

**Figure S1. Germination assay on tomato seeds primed with MeJA.** Three biological replicates of 30 seeds were used to assess the effect of MeJA osmopriming on germination rate of the three genotypes Micro-Tom, Criollo and Stupicke. Lines of different colors indicate the different MeJA dosages used for the osmopriming: Ct, mock control without MeJA; MeJA 2, MeJA 2 mM; MeJA 20, MeJA 20 mM. Seeds were placed in sterile glass Petri dishes with sterile Whatman filter paper imbibed in milliQ sterile water. Germination percentage was assessed at 4 and 8 days after sowing. The experiment was repeated two times with consistent results. Error bars represent SD.

# Supplementary material for: Antimicrobial Peptides as Part of the Arsenal of Constitutive and Inducible Seed Defences in Tomato Seed Exudates Against Pathogens
**Source:** Mol Plant Pathol. 2025 Oct 27;26(10):e70164. doi: 10.1111/mpp.70164
**Supplement:** Supplementary file 2 — Figure S2: Distribution of differentially accumulated metabolites (DAMs) induced by methyl jasmonate (MeJA) treatment from all genotypes. Left, pie chart showing the distribution of DAMs increasingly accumulated following MeJA treatment from all three genotypes combined across metabolic pathways. Right, table resuming their number and providing the colour key for the pie chart.

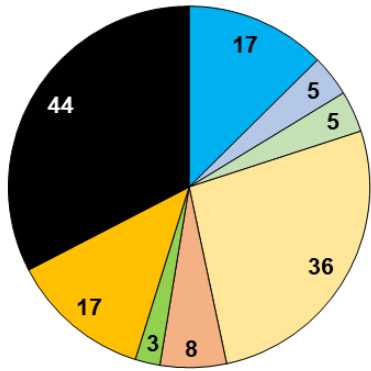

| Biochemical category            |            |
|---------------------------------|------------|
| Alkaloids                       | 17         |
| Amino acids and peptides        | 5          |
| Carbohydrates                   | 5          |
| Fatty acids                     | 36         |
| Fatty acyl glycosides           | 8          |
| Shikimates and Phenylpropanoids | 3          |
| Terpenoids                      | 17         |
| Not Annotated                   | 44         |
| <b>TOTAL</b>                    | <b>135</b> |

**Figure S2. Distribution of Differentially Accumulated Metabolites induced by MeJA treatment from all genotypes.**

Left, pie chart showing the distribution of DAMs increasingly accumulated following MeJA treatment from all three genotypes combined across metabolic pathways. Right, table resuming their number and providing the colour key for the pie chart.

# Supplementary material for: Antimicrobial Peptides as Part of the Arsenal of Constitutive and Inducible Seed Defences in Tomato Seed Exudates Against Pathogens
**Source:** Mol Plant Pathol. 2025 Oct 27;26(10):e70164. doi: 10.1111/mpp.70164
**Supplement:** Supplementary file 3 — Figure S3: Response to damping‐off of primed tomato seeds. Seeds of Micro‐Tom, Criollo and Stupicke genotypes primed with polyethylene glycol (PEG) 8000 plus β‐aminobutyric acid (BABA) 10 mM (BABA), MeJA 2 mM (methyl jasmonate) or mock (Ct) were sown in trays containing soil inoculated with Pythium ultimum (yellow bars, condition ‘Pythium’) or mock‐inoculated (green bars, condition ‘without Pythium’). Germination rates after 14 days were computed as emergency probabilities. The experiment was repeated three times with consistent results, with n = 20. Error bars represent 95% confidence intervals.

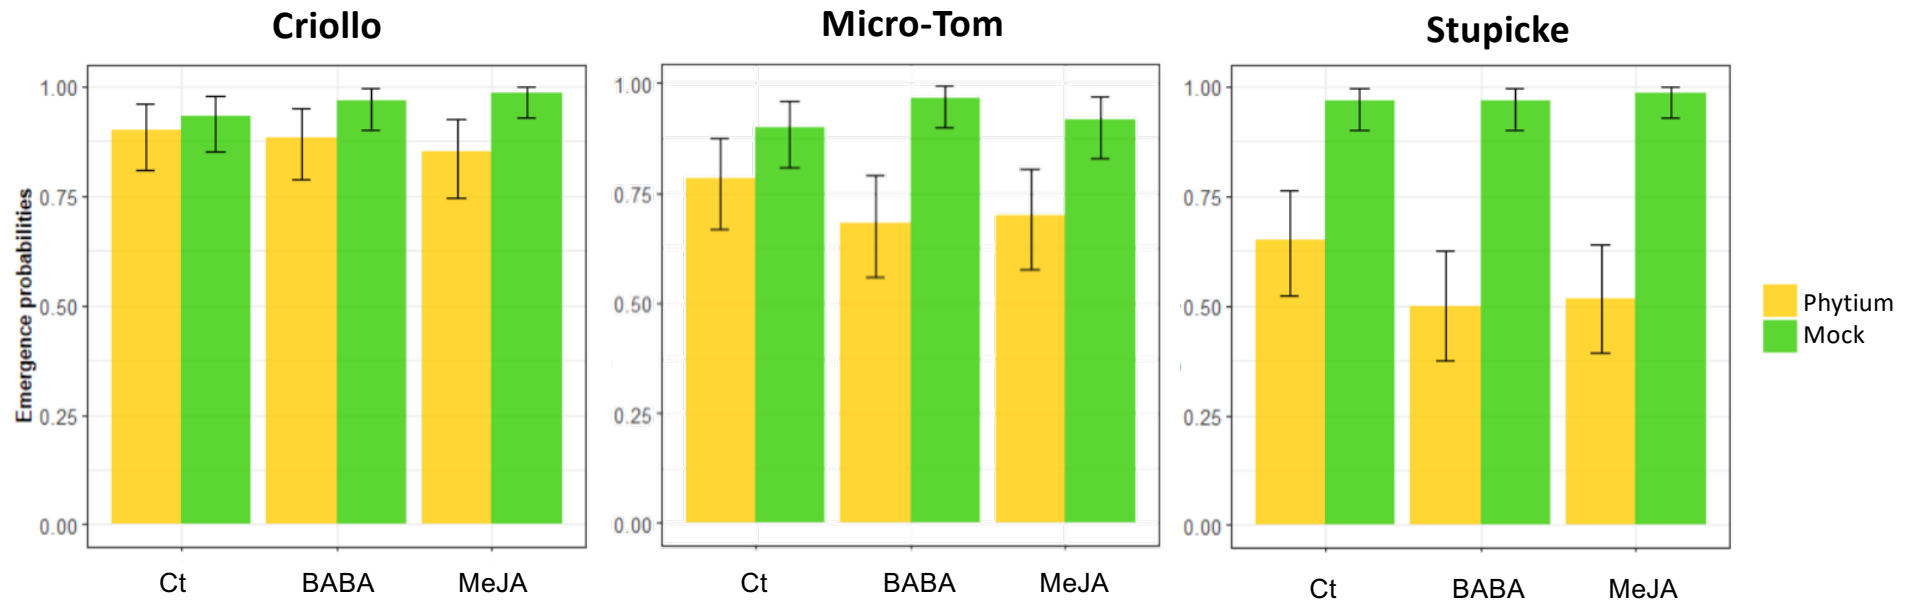

**Figure S3. Response to damping-off of primed tomato seeds.** Seeds of Micro-Tom, Criollo and Stupicke genotypes primed with PEG 8000 plus BABA 10 mM (BABA), MeJA 2 mM (MeJA) or mock (Ct) were sown in trays containing soil inoculated with *P. ultimum* (yellow bars, condition 'Pythium') or mock-inoculated (green bars, condition 'Mock'). Germination rates after 14 d were computed as emergence probabilities. The experiment was repeated three times with consistent results, with n=20. Error bars represent 95% confidence intervals.

How the deposited data were processed for this re-analysis (not part of the article)

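RNA was sequenced from tomato seeds of 3 genotypes (Micro-Tom, Criollo and Stupicke) that had been primed without MeJA (mock) or with 2 mM MeJA for 48 h. Each group had 3 replicates of 30 seeds, which gave 18 libraries in 6 groups. Whether the seeds were redried before RNA extraction is not stated in the paper's text. The authors state that libraries were sequenced on a BGISEQ-500 instrument as paired-end reads, that adapters and reads of low quality were removed, and that the reads were mapped with Salmon to the transcriptome of the SL4.0 assembly with the ITAG4.0 annotation. The estimated counts analysed here are Salmon's expected counts per gene, which the authors deposited without normalization for library size. The TPM values were scaled by the authors within each library from the same Salmon output, so that each library sums to the same total. Both tables cover the same 33976 genes and all 18 libraries, and the values fit these units. For their own tests the authors used SARTools with DESeq2 at an adjusted p threshold of 5%.

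Library totals ranged from 18807931 to 20560389 estimated reads, with a median of 20195370. At this depth counting error is large relative to the value for genes with few reads in a library. Where all libraries of a group had no count, a fold change is given as a bound against a floor of 3 counts over the group, and where a group had 1 to 3 counts in total, as a ratio with its 95% counting interval. Floors and intervals cover counting error only. Salmon divides reads between similar transcripts, so that counts of close paralogs are not independent.

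Counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. The genes kept by edgeR's filterByExpr, 19914 in number, were normalized by TMM and fitted with the quasi-likelihood model, with 1 mean per group and no further term. The 6 comparisons were Stupicke with Criollo, Stupicke with Micro-Tom and Criollo with Micro-Tom in mock-primed seeds, and MeJA with mock in each genotype. The differences in MeJA response between genotypes were tested as the interaction of both factors for each of the 3 pairs of genotypes. P values were adjusted by the Benjamini-Hochberg method and called at 0.05 without a minimum fold change. Sets of genes were formed from these calls as in the paper's Figures 3B, 4B and 5A, and the overlap of 2 sets was tested with Fisher's exact test, two-sided, over all genes tested. Because both sets use the mock-primed libraries, the overlap was also computed in 40 data sets in which the MeJA effects were moved to random genes of like expression.

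The antimicrobial activity was measured by the authors per condition and not per RNA library. Mean TPM per condition was therefore set against the paper's growth reductions of Abra43 over the 6 conditions, with Pearson's r and Spearman's rho and exact permutation tests, two-sided, over all 720 pairings, and adjusted over the 21 relations computed. The spread between replicates was measured as edgeR's common biological coefficient of variation, from the 6 libraries of each genotype fitted alone. Tables and figures were assembled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

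The main tests, the sets, the rule for naming genes and most alternatives were fixed before the data were examined. Genes named are those that the paper names by identifier or symbol in its text, its Table S3 and its Figures 3D, 4D, 5B and 5C, whose values in the paper's tables had been seen. Added to these are, for each of the 6 comparisons, the 2 genes with the largest positive and the 2 with the largest negative log2 fold change among DEGs with a mean of at least 1 CPM and no overlap between the groups, and, for each of the 3 differences in MeJA response, the 3 genes with the smallest adjusted p. Full statistics are given for some of them and the rest are summarised. The alternatives were RLE size factors, no filter and a stricter filter on low counts (at least 10 counts in all 3 libraries of a group), DESeq2 1.42.0, a fit of only the 6 libraries compared, the replicate number as a block, a minimum log2 fold change of 1, limma 3.58.1 on log2(TPM + 1) and on log2(TPM + 0.1), and leaving out each of the 18 libraries in turn. For the correlations they were log2(mean TPM + 1), TMM-normalized CPM and the growth reductions of the paper's section 2.1, and for the spread the median of the tagwise dispersions. A further 4 alternatives were chosen after the data had been seen: limma voom with sample quality weights, edgeR with a length trend removed from each library, DESeq2 with replicate 3 of mock-primed Micro-Tom left out, and edgeR on libraries thinned to the smallest total.

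The tests were tried on simulated data made from the counts, with 200 genes of MeJA-primed Stupicke changed by a log2 fold change of 1.5. The number of changed genes called was 171 with edgeR, 179 with DESeq2 and 168 with limma on log2(TPM + 1), with 7, 27 and 8 false calls. Each gene was simulated with the same spread in all genotypes, whereas the spread in the data differed between them. Of the same genes, 132 were called as a difference from Micro-Tom in MeJA response and 130 as a difference from Criollo. Enrichment of functional categories was not analysed, since the annotation used by the authors was not at hand. Gene names were taken from the paper's tables because the reference at hand lists genes under other identifiers, and no positions in the genome are given. Raw reads, hormone measurements and microscopy were not analysed here.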

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

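Of the tests in this part, the median response in Stupicke and Criollo of genes upregulated in Micro-Tom, the splits of the libraries within treatments and the removal of a length trend were chosen only after the result was seen, as were limma voom, DESeq2 without replicate 3 of mock-primed Micro-Tom and the thinning of libraries as a setting.

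The response to MeJA differed between genotypes when the difference itself was tested with edgeR. Between Stupicke and Micro-Tom 89 genes differed, 82 with a lower and 7 with a higher value in Stupicke. Criollo and Micro-Tom differed in 19 genes, 15 lower and 4 higher in Criollo, and Stupicke and Criollo in 6, 5 lower and 1 higher in Stupicke. At an unadjusted p under 0.05 the numbers were 3037, 1802 and 1554. DESeq2 called 542, 97 and 98 genes. Without single libraries the first count ranged from 15, without MeJA replicate 1 of Micro-Tom or mock replicate 3 of Stupicke, to 190, without mock replicate 1 of Micro-Tom. The second ranged from 0, without mock replicate 2 of Criollo, to 28, and the third from 1 to 11.

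Solyc10g085190.2.1, listed as a 2-oxoglutarate-dependent oxygenase, had the smallest adjusted p between Stupicke and Micro-Tom, with a difference in log2 fold change of -2.40 (SE 0.22, adjusted p = 1.3e-04), and differed between Criollo and Micro-Tom by -1.54 (SE 0.22, adjusted p = 0.0162). Next in Stupicke minus Micro-Tom were Solyc11g017470.2.1, a NAC gene, with -1.71 (SE 0.21, adjusted p = 0.0035) and Solyc09g065760.4.1 with -1.41 (SE 0.18, adjusted p = 0.0043). These 3 differences from Micro-Tom in Stupicke passed the threshold in each alternative run. In Criollo minus Micro-Tom, Solyc12g098910.2.1 differed by -2.08 (SE 0.26, adjusted p = 0.0122), which was lost without mock replicate 2 of Criollo. Solyc01g091320.3.1, a methylsterol monooxygenase, differed by 3.64 (SE 0.53, adjusted p = 0.0162) and was lost without MeJA replicate 1 of Micro-Tom and without mock replicates 1 or 2 or MeJA replicates 1 or 3 of Criollo. The call of Solyc10g085190.2.1 in Criollo minus Micro-Tom was lost without mock replicate 1 or MeJA replicate 1 of Micro-Tom and without mock replicate 2 or MeJA replicates 1 or 3 of Criollo.

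In Stupicke minus Criollo, Solyc06g083480.4.1 differed by -1.47 (SE 0.17, adjusted p = 0.0032), a call lost with limma on log2(TPM + 0.1) alone. Solyc01g110290.3.1, a squalene synthase, differed by 1.18 (SE 0.16, adjusted p = 0.0166), and the call was lost with limma on log2(TPM + 0.1), without any of the 3 mock replicates of Criollo, without its MeJA replicate 1 and without MeJA replicate 3 of Stupicke. Solyc02g086180.4.1, a sterol desaturase, differed by -1.85 (SE 0.28, adjusted p = 0.0377). This call was lost with limma on log2(TPM + 0.1), without MeJA replicate 2 of Micro-Tom, without any library of Criollo except MeJA replicate 2, and without mock replicate 3 or any MeJA replicate of Stupicke.

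The tables argue against several technical explanations of the differences between genotypes. Libraries were moved between the 2 genotypes compared, within the mock-primed and within the MeJA-primed ones and with each genotype's mean held, in 50 splits per difference, so that each library kept its treatment. The real split gave the most calls in each case (1 of 50 splits as large for Stupicke minus Micro-Tom, 1 of 50 for Criollo minus Micro-Tom and 1 of 50 for Stupicke minus Criollo), with 42, 16 and 7 calls against at most 0, 1 and 2 in another split. Chance is therefore argued against, although 1 of 50 is the smallest share that these splits can give. In the edgeR model of all groups, leaving out single libraries took the calls down to 0 for Criollo minus Micro-Tom and to 1 for Stupicke minus Criollo. Depth does not account for the counts of MeJA DEGs (877 in Criollo, 311 in Stupicke and 3110 in Micro-Tom), since with all libraries thinned to 18807673 reads they were 847, 309 and 3117, and the largest was still 10.1 times the smallest.

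Whether the spread between replicates orders these counts stays open. The biological coefficient of variation was 0.122 in Criollo, 0.152 in Stupicke and 0.258 in Micro-Tom, which had the most DEGs, but the value of Micro-Tom was 0.128 without its mock replicate 3, when Stupicke had the largest spread and 420 DEGs against 1812 in Criollo and 2677 in Micro-Tom. Fitted alone, the libraries of Micro-Tom gave 797 DEGs, those of Criollo 1801 and those of Stupicke 221. A larger spread in Stupicke could lower its number of calls. Without its mock replicate 3 its coefficient was 0.128, near that of Criollo, and it had 226 DEGs against 1160 in Criollo, although with a library fewer. As the whole cause of its lower count than in Criollo, spread is argued against by effect sizes. The 1589 genes upregulated in Micro-Tom had a median log2 fold change of 0.14 in Stupicke and 0.46 in Criollo, and without single libraries these medians lay between 0.0702 and 0.327 and between 0.337 and 0.630. A smaller change in Stupicke is a difference in effect that spread alone does not give. With the length trend of each library removed, the differences in response numbered 256, 28 and 11, so that the trend does not account for their number. These counts do not show whether the same genes stayed called.

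Among the explanations that stay open is the genotype itself, which the design names and which was not tested apart from other factors. Each genotype may have been primed, extracted or sequenced in its own batch, and the implied transcript lengths differ between the Micro-Tom libraries and the others. Such a batch cannot be told apart from genotype, although within each genotype it would act on mock- and MeJA-primed seeds alike unless they were handled separately. Replicate 3 of mock-primed Micro-Tom also moved the sizes of some counts. Without it, Stupicke minus Criollo had 11 genes instead of 6 with edgeR and 318 instead of 98 with DESeq2, and Stupicke minus Micro-Tom had 160 instead of 89 and 683 instead of 542. Criollo minus Micro-Tom moved less, with 28 instead of 19 and 95 instead of 97.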

How the results depend on the processing

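The tests with limma voom, with a length trend removed, with DESeq2 without replicate 3 of mock-primed Micro-Tom and on thinned libraries were chosen only after the result was seen.

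For 18 results (counts of DEGs, sets, differences in response and spread) 465 alternative values were computed, of which 339 lay within the limit of 1.5 times, or of the spread, and 126 did not. RLE size factors, the stricter filter and thinning moved none of them. Stupicke had the fewest MeJA DEGs of the 3 genotypes in every setting run. Of 128 results of single genes 105 were called, 75 of these under every alternative, and 84 when the 4 later settings and the omission of libraries are set aside. Among 3820 values of single genes, 3632 kept direction and side of the threshold, 134 lost and 44 gained a call, and 10 changed direction. Omission of Criollo mock replicate 2 lost the most calls, 14. Except where stated, the cause was not tested.

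Without a filter on low counts 3 genes were downregulated in all 3 genotypes instead of 6. DESeq2 called 542 genes instead of 89 as different in response between Stupicke and Micro-Tom, 97 instead of 19 between Criollo and Micro-Tom and 98 instead of 6 between Stupicke and Criollo. It put 22 genes instead of 12 in the set upregulated in Stupicke and Criollo only, and 10 in the set downregulated in all genotypes. When only the 6 libraries compared were fitted, Criollo versus Micro-Tom gave 6630 DEGs instead of 9961, and MeJA 1801 instead of 877 in Criollo and 797 instead of 3110 in Micro-Tom. In that fit the spread comes from these libraries alone, and that of Micro-Tom was the largest.

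With the replicate block, 33 genes differed in response between Stupicke and Micro-Tom, 12 between Criollo and Micro-Tom, and 3 were downregulated in all genotypes. It lost 3 calls of single genes, that of Solyc07g007755.1.1 in Criollo among them. The replicate numbers do not pair the samples, since the correlation of mock with MeJA deviations across genes, which are not independent replicates, lay between -0.25 in Criollo and 0.31 in Stupicke.

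A minimum log2 fold change of 1 leaves fewer genes by construction. It gave 3916 DEGs for Stupicke versus Criollo, 6273 for Stupicke versus Micro-Tom, 4573 for Criollo versus Micro-Tom, 508 for MeJA in Criollo and 1152 in Micro-Tom. The set of 1545 genes fell to 710, the common upregulated set to 126 and the common downregulated set to 1, and the overlap of the first 2 was 6 instead of 13.

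With limma on log2(TPM + 1) the differences in response numbered 208 (Stupicke and Micro-Tom), 111 (Criollo and Micro-Tom) and 40 (Stupicke and Criollo). The set of 1545 held 946 genes, the set of Stupicke and Criollo only 7, the common downregulated set 3 and the overlap 5. With log2(TPM + 0.1), MeJA gave 567 DEGs in Criollo, and 29 genes differed in response between Criollo and Micro-Tom, with 874, 2 and 7 genes in the set of 1545, the common downregulated set and the overlap. TPM scaling moved the median log2 fold change of all genes to -0.23 in Stupicke versus Criollo, 0.20 in Criollo versus Micro-Tom and -0.12 for MeJA in Criollo with a pseudocount of 1. The share of upregulated genes among DEGs was 25.7% instead of 48.1% in Stupicke versus Criollo, 65.1% instead of 47.6% in Criollo versus Micro-Tom and 47.0% instead of 72.4% for MeJA in Criollo.

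With limma voom and sample quality weights, MeJA gave 4526 DEGs in Criollo and 818 in Stupicke, and the differences in response numbered 368, 98 and 130 (Stupicke and Micro-Tom, Criollo and Micro-Tom, Stupicke and Criollo). The sets held 392 common upregulated genes, 65 of Stupicke and Criollo only and 61 common downregulated genes, and the overlap was 31. This setting gives replicate 3 of mock-primed Micro-Tom a weight of 0.0487. With a length trend removed, 256 genes differed in response between Stupicke and Micro-Tom and 11 between Stupicke and Criollo. DESeq2 without replicate 3 of mock-primed Micro-Tom gave 2219 MeJA DEGs in Criollo, 584 in Stupicke, 683, 95 and 318 differences in the order above, 295 common upregulated genes, 38 of Stupicke and Criollo only, 16 common downregulated and an overlap of 23.

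Leaving out each library in turn gave 361 to 1812 MeJA DEGs in Criollo, 1620 to 4136 in Micro-Tom and 167 to 420 in Stupicke. For Criollo the count was 1812 without Micro-Tom mock replicate 3, 446 and 361 without its mock replicates 1 and 2, and 522 and 371 without its MeJA replicates 1 and 2. For Micro-Tom it was 1620, 1810 and 1835 without its MeJA replicates 1, 2 and 3, and for Stupicke 185 and 167 without its mock replicates 1 and 2. The common upregulated set held 122 to 253 genes, with 122 without Stupicke mock replicate 2. The common downregulated set held 0 (without Criollo MeJA replicate 2) to 22 genes (without Stupicke mock replicate 3), and 10 without Micro-Tom mock replicate 3. It held 1 to 3 genes without mock or MeJA replicate 1 of Micro-Tom, any other Criollo library, or Stupicke mock replicate 1 or MeJA replicates 2 or 3. The set of Stupicke and Criollo only held 7 to 26 genes, with 20, 23 and 26 without Micro-Tom mock replicates 1, 2 and 3, 26, 20 and 19 without its MeJA replicates 1, 2 and 3, and 7 without Stupicke mock replicate 2 or MeJA replicate 3. The overlap was 7 (without Stupicke mock replicate 2) to 22 (without Micro-Tom mock replicate 3). Differences in response ranged from 15 to 190 between Stupicke and Micro-Tom, and the omission of any library but Criollo mock replicate 2 moved the count. Between Criollo and Micro-Tom they ranged from 0 to 28, with 4 and 1 without Micro-Tom mock and MeJA replicates 1, 2 and 0 without Criollo mock replicates 1 and 2, 1, 10 and 2 without its MeJA replicates 1, 2 and 3, and 12 without Stupicke MeJA replicate 2. Between Stupicke and Criollo they ranged from 1 to 11, with 11 without Micro-Tom mock replicate 3, and were moved by the omission of any library of the 3 genotypes but Micro-Tom mock replicates 1 and 2, Criollo MeJA replicate 2, Stupicke mock replicate 2 and Stupicke MeJA replicate 2. The coefficient of variation of Micro-Tom was 0.128 without mock replicate 3 and at most 0.295.

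Direction changed for 5 results of single genes, none of them called. Solyc07g007710.4.1 in Micro-Tom was -0.16 and -0.26 without mock replicates 1 and 2, and 0.99 without mock replicate 3. Solyc04g072470.4.1 in Micro-Tom was -0.06, -0.20 and -0.11 without mock replicates 1 and 2 and MeJA replicate 1, and at most 0.43 (without mock replicate 3), and in Stupicke -0.0092 without MeJA replicate 2 and at most 0.33 (without MeJA replicate 1). Solyc07g007750.3.1 in Stupicke was -0.25 without mock replicate 3, -0.25 without MeJA replicate 2, -0.20 with limma voom and at most 0.39 (without mock replicate 2). The difference in response of Solyc07g007755.1.1 between Stupicke and Criollo was -0.0437 without Stupicke mock replicate 3 and at most 0.63 (without Stupicke mock replicate 2). Depth limits the genes with few counts in mock-primed seeds, such as SlCEVI57 and SlMYB13, whose fold changes are known only as bounds or within wide intervals.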

Differences from the paper's values

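The tests with limma voom, with a length trend removed, with DESeq2 without replicate 3 of mock-primed Micro-Tom and on thinned libraries were chosen only after the result was seen, and so was the comparison of coefficients with remaining growth.

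For MeJA in Criollo the paper reports 1757 DEGs, and edgeR gave 877. Of the alternatives set before the data were examined, DESeq2 (1311), the fit of only the 6 Criollo libraries (1801) and the omission of replicate 3 of mock-primed Micro-Tom (1812) came within 1.5 times the paper's value, and the others did not. With settings chosen after seeing the values, edgeR with a length trend removed gave 1177 DEGs and dropped 472 of the 1404 genes that could be read from the paper's list for Criollo, and DESeq2 without that library gave 2219 and dropped 55 of them.

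For MeJA in Stupicke the paper reports 531 DEGs and edgeR gave 311. Of the alternatives set before the data were examined, DESeq2 (456) and the omission of replicate 3 of mock-primed Micro-Tom (420) came within 1.5 times the paper's value and the others did not. DESeq2 without that library, chosen after seeing the values, gave 584 and dropped 46 of the paper's 531 genes. The paper's Table S2 lists 475 of its DEGs as upregulated and 56 as downregulated, where edgeR gave 289 and 22. For the upregulated genes DESeq2 (414), the omission of replicate 3 of mock-primed Micro-Tom (380) and that of MeJA replicate 1 of Stupicke (325) came within 1.5 times. For the downregulated genes DESeq2 (42) and the omission of replicate 3 of mock-primed Micro-Tom (40) or of mock-primed Stupicke (45) did. The other alternatives set before the data were examined did not. DESeq2 without replicate 3 of mock-primed Micro-Tom, chosen after seeing the values, gave 500 and 84, and limma voom, also chosen then, gave 617 upregulated genes and dropped 91 of the paper's 531 genes.

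For MeJA in Micro-Tom the paper reports 6440 DEGs and edgeR gave 3110. None of the alternatives set before the data were examined came within 1.5 times the paper's value, and none of the later ones did. The highest counts were 4136 and 3965 when mock replicate 2 or 1 of Micro-Tom was left out, 3927 with DESeq2 and 3860 with limma voom. The counts that the paper's Table S2 lists for mock-primed Micro-Tom were within 1 count of the deposited library of the same name for only 5.65% to 8.66% of 531 genes, where those for Criollo were for 99.8% to 100%. Other counts of mock-primed Micro-Tom in the paper's analysis are therefore a candidate explanation of this difference and of the others in Micro-Tom below, and it was not tested.

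The paper's number of genes downregulated in all 3 genotypes is about 13 in Fig. 4B, read by eye, and edgeR gave 6. DESeq2 and the omission of replicate 3 of mock-primed Micro-Tom gave 10 each, within 1.5 times, and the other alternatives set before the data were examined did not come as near. DESeq2 without that library, chosen after seeing the values, gave 16 and dropped 24 of the 285 genes of the paper's common upregulated list. The paper's list of downregulated genes was not read gene by gene.

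For Solyc07g007755.1.1 the paper reports a log2 fold change under MeJA of 1.4 in Criollo, and edgeR gave 1.95 (SE 0.51). Of the alternatives set before the data were examined, limma on log2(TPM + 1) (1.31), limma on log2(TPM + 0.1) (1.81) and the omission of mock replicate 2 (1.69) or MeJA replicate 1 (1.83) of Criollo came within the SE of the paper's value, and the others did not. Limma voom (1.82) and the thinned libraries (1.80), chosen after seeing the values, did so too and dropped 55 and 665 of the 1404 genes read from the paper's list for Criollo, and this gene was called with the former but not with the latter. In Micro-Tom the paper reports 1.58 and edgeR gave 0.84 (SE 0.33). The omission of mock replicate 3 of Micro-Tom (1.28) came within the SE and no other alternative set before the data were examined did. DESeq2 without that library (1.29), chosen after seeing the values, did so too and dropped 339 of the 1404 genes read from the paper's list for Micro-Tom.

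The paper's adjusted p for Solyc07g007755.1.1 is 0.004 in Criollo and edgeR gave 0.0369. DESeq2 (0.0041) came within 1.5 times the paper's value, and the other alternatives set before the data were examined did not, with values from 0.0041 to 0.188 over 26 alternatives. In Stupicke the paper reports 0.00015 and edgeR gave 0.0105, and none of the alternatives came within 1.5 times, with values from 6.2e-05 (DESeq2) to 0.0661. In Micro-Tom the paper's Table S2 gives 3.0e-05, its text states a smaller value than its table, and edgeR gave 0.0925, with none of the alternatives within 1.5 times and values from 0.0125 to 0.30.

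For SlWRKY37 (Solyc01g079360.4.1) in Micro-Tom the paper's Table S2 gives a log2 fold change of 3.124, and edgeR gave 3.76 (SE 0.33). The omission of mock replicate 2 of Micro-Tom (3.40) came within the SE, and the other alternatives set before the data were examined did not. For Solyc06g083980.3.1 in Stupicke the paper's Table S2 gives 0.164 and edgeR gave 0.34 (SE 0.10), and none of the alternatives came within the SE. For Solyc12g099140.2.1 in Stupicke the paper's Table S2 gives 1.079 and edgeR gave 2.18 (SE 0.64). With limma on log2(TPM + 1) it was 1.30, within the SE, and with the other alternatives set before the data were examined it was not.

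The paper's coefficient of SlJAZ1 in mock-primed seeds is about 0.42 in Fig. 5C, read by eye, and Pearson's r of its TPM with remaining growth over the 9 mock-primed libraries was 0.59. With TMM-normalized CPM it was 0.459, within the range from leaving out single libraries, and with log2(mean TPM + 1), which was also set before the data were examined, it was 0.692, which was not. These positive values are with remaining growth, so r with growth reduction is negative.

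The paper describes the expression of Solyc07g007755 and of 5 enzyme genes after MeJA as rising with the antimicrobial activity. On the deposited TPM values of the 9 MeJA-primed libraries, which share only 3 values of activity, r of Solyc07g007755.1.1 was 0.82 with remaining growth and -0.82 with growth reduction. For the enzyme genes Solyc06g072880.2.1, Solyc02g093180.3.1, Solyc02g090350.4.1, Solyc10g007960.1.1 and Solyc04g078325.1.1, r was 0.94, 0.87, 0.85, 0.98 and 0.85 with remaining growth, and of the opposite sign with growth reduction. Of the 285 coefficients in the paper's Table S2, 260 lay within 0.02 of r with remaining growth and 1 within 0.02 of r with growth reduction. A larger remaining growth of the fungus is a smaller antimicrobial activity.

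The paper states a common lower limit for the number of DEGs in each comparison of mock-primed genotypes. Here Stupicke versus Criollo (8302) and Criollo versus Micro-Tom (9961) stayed under it, while Stupicke versus Micro-Tom (12056) did not. That comparison fell under it in the fit of only the 6 libraries (8138) and with a log2 fold change of at least 1 (6273), which leaves fewer genes by construction. Stupicke versus Criollo passed it in the fit of only the 6 libraries (10271) and without replicate 3 of mock-primed Micro-Tom (10909), and also, in settings chosen after seeing the values, with limma voom (12201) and DESeq2 without that library (10628). Criollo versus Micro-Tom passed it without a filter (10005), with DESeq2 (10456), without Micro-Tom mock replicates 2 (10417) or 3 (10136), without Stupicke mock replicate 3 (10176) and with limma voom (12396), chosen after seeing the values. Of the paper's 1643 genes not differing between Criollo and Micro-Tom, 505 were called in that comparison here, while 1171 were upregulated in Stupicke in both of the others.

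The paper lists Solyc07g007755 among the genes upregulated in all 3 genotypes. In Micro-Tom it was not called, with an adjusted p of 0.0925 against 0.0125 to 0.30 over its alternatives, though it was called with limma on log2(TPM + 1), without mock replicate 3 of Micro-Tom, and, in settings chosen after seeing the values, with limma voom, with a length trend removed and with DESeq2 without that library, which dropped 26, 83 and 24 of the paper's 285 genes. The same settings called SlWRKY39 (Solyc03g116890.3.1) in Micro-Tom, where edgeR gave 1.21 without a call. SlWRKY75 (Solyc05g015850.4.1) was called here in Micro-Tom only, where the paper lists it in all genotypes. DESeq2 called it in all 3, and in Stupicke it was also called with limma on log2(TPM + 1), without mock replicate 2 of Micro-Tom and without MeJA replicate 1 of Stupicke. Limma voom and DESeq2 without replicate 3 of mock-primed Micro-Tom, chosen after seeing the values, called it in Criollo and Stupicke, and the thinned libraries, which dropped 107 of the 285 genes, in Stupicke.

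The paper presents the 16 genes of its Figure 4D as upregulated in Stupicke and Criollo and not in Micro-Tom. Here edgeR called 12 of them in Criollo, 8 in Stupicke and 5 in Micro-Tom, and all 16 had a positive log2 fold change in Criollo and Stupicke. DESeq2 called 15 in Criollo, 12 in Stupicke and 6 in Micro-Tom, and limma on log2(TPM + 1) called 9, 7 and 3. Solyc06g083980.3.1 and Solyc12g099140.2.1 were not called in Stupicke with edgeR, nor under any alternative set before the data were examined. They were called there with limma voom and with DESeq2 without replicate 3 of mock-primed Micro-Tom, which were chosen after seeing the values and dropped 91 and 46 of the paper's 531 genes.

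The paper reports the defensin gene Solyc07g007710 as induced in Criollo and Solyc04g072470 as induced in Micro-Tom. With edgeR Solyc07g007710.4.1 changed in Criollo by 1.15 without a call. It was called in the fit of only the 6 Criollo libraries, with limma on log2(TPM + 1) and without replicate 3 of mock-primed Micro-Tom, and with limma voom and DESeq2 without that library, chosen after seeing the values, each of which dropped 55 of the 1404 genes read from the paper's list for Criollo. Solyc04g072470.4.1 changed in Micro-Tom by 0.03, and no setting called it there.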

Other observations

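The tests of replicate 3 of mock-primed Micro-Tom, of replicate 3 of mock-primed Stupicke, of transcript length and of the share of absent genes among all DEGs were chosen only after the result was seen, whereas the splits of the libraries and the test of genes without a count were not.

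In mock-primed Micro-Tom, replicate 3 lay apart from the other two replicates. Its log2 values deviated from those of replicates 1 and 2 with an SD of 0.981 over the genes tested, and the paper reports no such difference. There were 197 genes more than 8-fold lower in it, with a median of 14.3 CPM in the other two and 0.665 CPM in replicate 3, where the other 17 libraries had at most 37 such genes and a median of 0. Of the 197 genes, 190 had at least 1 CPM in all 17 other libraries. A length trend as the whole cause is argued against by the SD after the trend was removed, which was 0.915 (the next largest of the other 17 libraries had 0.612), and 175 of the 197 genes were still more than 8-fold lower. Seeds of Criollo or Stupicke are argued against by 5 genes that had counts in all libraries of these genotypes. Their counts summed over the 5 genes had a median of 2550 per library. These genes had no count in the other 5 Micro-Tom libraries and 0 counts in replicate 3. Its total of 19648744 estimated reads was the highest of the 3 mock-primed Micro-Tom libraries, which excludes lower depth. MeJA-treated seeds labelled as mock are argued against by 205 genes upregulated in Criollo and Stupicke, which MeJA raised by a median log2 fold change of 1.88 in Micro-Tom and which were higher in replicate 3 by a median of only 0.0798. Other differences in handling, RNA quality or mapping stay open, and no biological explanation was tested.

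The ratio of counts to TPM changed with transcript length in the Micro-Tom libraries, as given beside the mock-primed samples. A candidate explanation is another distribution of fragment lengths in these libraries. Without replicate 3 of mock-primed Micro-Tom, the log2 fold change of Criollo against Micro-Tom rose with transcript length across genes, which are not independent replicates, with Spearman's rho of 0.203, and that of Stupicke against Micro-Tom with 0.119, where Stupicke against Criollo gave -0.0440. However, MeJA against mock within Criollo, whose libraries differ little in this ratio, gave -0.116, so a relation of about that size also arises without such a difference. Fragment lengths, which the files do not list, stay open. A length trend as the cause of the DEGs between Stupicke and Micro-Tom is argued against, because 12151 genes were called after the trend was removed from each library, 10422 of them among the 12056 called before. Whether the libraries of Micro-Tom were made in another batch is not stated in the paper's text, so batch and genotype stay open together.

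Replicate 3 of mock-primed Stupicke was low for genes that MeJA lowered elsewhere. Over 99 genes downregulated in Criollo and in Micro-Tom it lay below the other two mock replicates by a median log2 value of -0.49. Without it, the DEGs of Stupicke were 181 upregulated and 45 downregulated genes, but of the 99 genes 6 were called downregulated in Stupicke both with and without it. Most of the 22 genes downregulated in all 3 genotypes without it, instead of 6, therefore lie outside the 99 genes. The fit without it also called 464 instead of 242 downregulated genes in Criollo and 1734 instead of 1521 in Micro-Tom. MeJA-treated seeds labelled as mock are argued against by 494 genes upregulated in Criollo and Micro-Tom, which were higher in this library by 0.151. MeJA raised them by 0.576 in Stupicke (medians, log2). Other values go with that explanation. Over the 99 genes the deviation of -0.49 was near the median MeJA change in Stupicke without this library, -0.50. The split that grouped it with MeJA replicates 2 and 3 gave 144 DEGs. Mislabelled seeds are therefore argued against by the upregulated genes only. The total of this library, 20330514 estimated reads, is the median of the 3 mock-primed Stupicke libraries, so depth does not account for the shift. After the length trend of each library was removed the median was -0.55, so the trend does not account for it either. What lowered these genes stays open.

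Some genes had no count in all 6 libraries of a genotype and were called between mock-primed genotypes. They numbered 32 of the DEGs in Stupicke versus Criollo, 65 in Stupicke versus Micro-Tom and 66 in Criollo versus Micro-Tom, or 0.385%, 0.539% and 0.663%. Absence of the gene from a genotype therefore does not account for most DEGs. For these genes, absence and alleles that the reference transcriptome does not match cannot be told apart, since the counts give no sequence, and alleles that lower the mapping of a part of the reads stay open for the other DEGs as well.

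The 6 comparisons of 3 libraries with 3 allow 10 splits each, so that chance cannot be excluded by them. In each comparison 1 of 10 splits, the real one, gave as many DEGs (1 of 10 for Stupicke versus Criollo, for Stupicke versus Micro-Tom, for Criollo versus Micro-Tom and for MeJA in Criollo, Stupicke and Micro-Tom). The most DEGs in another split were 144 for MeJA in Stupicke, 1 for MeJA in Micro-Tom and 0 for the remaining 4 comparisons.

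The paper's Table S2 lists counts per library for 531 genes of Stupicke. Its Criollo columns were within 1 count of the deposited counts for 100% of these genes, or 99.8% in MeJA replicate 1. Its columns for mock-primed Micro-Tom were within 1 count of the deposited library of the same name for 8.10%, 8.66% and 5.65%, with correlations across genes on the log2 scale of 0.975, 0.978 and 0.927, and of any deposited library for at most 8.29%, 8.85% and 7.53%. No explanation of this was tested. It bears on each Micro-Tom value set beside the paper's.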
